# Role of Tim4 in the regulation of ABCA1^+^ adipose tissue macrophages and post-prandial cholesterol levels

**DOI:** 10.1038/s41467-021-24684-7

**Published:** 2021-07-21

**Authors:** M. S. Magalhaes, P. Smith, J. R. Portman, L. H. Jackson-Jones, C. C. Bain, P. Ramachandran, Z. Michailidou, R. H. Stimson, M. R. Dweck, L. Denby, N. C. Henderson, S. J. Jenkins, C. Bénézech

**Keywords:** Monocytes and macrophages, Fat metabolism, Dyslipidaemias

## Abstract

Dyslipidemia is a main driver of cardiovascular diseases. The ability of macrophages to scavenge excess lipids implicate them as mediators in this process and understanding the mechanisms underlying macrophage lipid metabolism is key to the development of new treatments. Here, we investigated how adipose tissue macrophages regulate post-prandial cholesterol transport. Single-cell RNA sequencing and protected bone marrow chimeras demonstrated that ingestion of lipids led to specific transcriptional activation of a population of resident macrophages expressing Lyve1, Tim4, and ABCA1. Blocking the phosphatidylserine receptor Tim4 inhibited lysosomal activation and the release of post-prandial high density lipoprotein cholesterol following a high fat meal. Both effects were recapitulated by chloroquine, an inhibitor of lysosomal function. Moreover, clodronate-mediated cell-depletion implicated Tim4^+^ resident adipose tissue macrophages in this process. Thus, these data indicate that Tim4 is a key regulator of post-prandial cholesterol transport and adipose tissue macrophage function and may represent a novel pathway to treat dyslipidemia.

## Abstract (web summary)

Diverse macrophage subsets are found in adipose tissue where they regulate its physiology. Here, the authors used single-cell RNA sequencing to analyse the effect of post-prandial lipids on adipose tissue macrophages and identify Tim4 as a regulator of ABCA1^+^ macrophage function and post-prandial cholesterol transport.

## Introduction

The main function of adipose tissue (AT) is the storage of lipids to establish an energy reserve; adipocytes specialize in the uptake of dietary lipids and their storage as triglycerides (TGs). In the context of a diet mostly composed of low-calorie food, a meal particularly rich in lipid (“cheat” meal) is therefore a physiologic opportunity for adipocytes to increase their TG storage. While the role of adipose tissue macrophages (ATMs) in the metabolic adaptation to obesity is increasingly understood^1–4^, little is known of the role of ATMs in the regulation of lipid metabolism and fat storage after a lipid-rich meal.

Efficient processing of a fat-containing meal is achieved through digestion and absorption of lipid nutrients in the gut and secretion of the lipid-transporting particles, chylomicrons, in the lymph. Chylomicrons are then delivered into the circulation via the thoracic duct, avoiding the portal circulation and facilitating their delivery to AT and muscle. The lipoprotein lipase (LPL), which is expressed at high levels in AT, hydrolyzes chylomicrons into fatty acids (FAs), allowing their preferential uptake and storage as TG in AT. This process generates chylomicron remnants, poor in TG and rich in cholesterol, which are highly atherogenic^5^. Macrophages readily accumulate lipid and cholesterol, a phenomenon driving fatty streak formation and evolution to atherosclerotic plaques in the vessel wall^6^. In the reverse cholesterol transport pathway, ABCA1 mediates the efflux of cholesterol and phospholipids to lipid-poor apolipoproteins (ApoA1 and ApoE), forming nascent high-density lipoproteins (HDLs), which facilitate the excretion of cholesterol^7^. Elevated circulating levels of chylomicron remnants and low-density lipoproteins (LDLs) are important risk factors for cardiovascular disease, while elevated levels of HDL cholesterol (HDLc) and efficient reverse cholesterol transport are protective^7–9^. ABCA1 is required for lipogenesis and lipid accretion in adipocytes during diet-induced obesity^10^. In hematopoietic cells, ABCA1 limits inflammation, the recruitment of monocytes and macrophages to AT, and protects against diet-induced insulin resistance^11^. In humans, obesity and insulin resistance have been associated with lower ABCA1 expression in AT^12^.

Increased recruitment and retention of macrophages as well as in situ proliferation of ATMs contribute to accumulation of macrophages during prolonged high-fat diet (HFD), often with deleterious function in mouse and humans^13–16^. For instance, CD11c^+^ ATMs are associated with AT inflammation and insulin resistance^17–21^. However, recruitment of macrophages with high lysosomal-dependent lipid metabolism has a beneficial role in obese AT. Uptake and metabolism of excess lipid via lysosomal lipolysis in recruited Trem2^+^CD9^+^ ATMs, also called lipid-associated macrophages (LAMs), prevents adipocyte hypertrophy and adverse inflammation leading to metabolic dysregulation during obesity^22–24^. In lean mice, the AT is populated by a subset of resident Tim4^+^ ATMs closely associated with the vasculature, which has very high endocytic capacity, but whose function is not clear^25^.

Genome-wide association studies (GWAS) have identified genetic variants of *TIMD4* (T cell immunoglobulin mucin protein 4) associated with dyslipidemia. Tim4, a phosphatidylserine receptor, is present on numerous tissue-resident macrophages including the AT, but the relationship between dyslipidemia and Tim4 has not been elucidated^26–31^.

Here we set out to investigate the effect of a lipid-rich meal on ATMs and to evaluate their function in the regulation of post-prandial lipid circulation. Using single-cell RNA sequencing (scRNA-seq) and protected bone marrow (BM) chimeras, we have demonstrated that, in lean mice, the ATM compartment was comprised of a number of transcriptionally distinct populations with varying dependence on blood monocytes for their replenishment. We confirmed that ATM residency was associated not only with increased endocytic capacity but also with increased lysosomal function and *Abca1* expression. Ingestion of lipids led to transcriptional activation and increased lysosomal content of resident Lyve1^+^Tim4^+^ ATMs. Blocking Tim4 with anti-Tim4 immunoglobulin (Ig) inhibited the release of post-prandial HDLc and abrogated lysosomal activation in Lyve1^+^Tim4^+^ ATM. Both effects were recapitulated by chloroquine, an inhibitor of lysosomal function. Depletion of Tim4^+^ peritoneal macrophages and Tim4^+^ liver Kupffer cells using clodronate liposomes, which only partially depleted Tim4^+^ ATMs, did not affect post-prandial HDLc levels, indicating that peritoneal macrophages and Kupffer cells were not required to modulate HDLc levels and that Tim4^+^ macrophages from other tissues such as the AT were involved. The targeting of Tim4^+^ ATM metabolism may represent a novel therapeutic pathway to treat dyslipidemia and reduce the risk of atherosclerosis in humans.

## Results

### ScRNA-seq analysis reveals high heterogeneity of ATMs in lean mice

To investigate the direct effect of lipid ingestion on ATMs, we performed unbiased scRNA-seq of ATMs harvested from the epididymal AT of mice fed overnight with a HFD and mice kept on control chow diet (CD). To maximize the transcriptional resolution of our analysis, we performed droplet-based scRNA-seq on isolated CD45^+^Lin^−^Ly6C^low/−^F4/80^+^ macrophages (Fig. 1a). Unsupervised clustering based on shared and unique patterns of gene expression of 4358 ATMs from 6 fat pads (*n* = 3 CD pooled into 1 sample and *n* = 3 HFD pooled into 1 sample) identified 8 distinct populations that we visualized using uniform manifold approximation and projection (UMAP), revealing high ATM heterogeneity in lean mice (Fig. 1b). 

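Epididymal ATMs of the 3 CD mice made up 1 library and those of the 3 HFD mice made up another, so each diet had 1 library and no replicate. The authors deposited the counts of UMIs that Cell Ranger 3.0.2 gave for each gene and cell barcode, without normalization. The CD library held 15003119 UMIs in 4459 barcodes and the HFD library 9164686 UMIs in 3163 barcodes. After the quality filters of the paper's methods, 2364 CD cells with a median of 4489 UMIs and 1993 HFD cells with a median of 2744 UMIs were analysed. Clusters were rebuilt from these counts with Seurat 5.3.0, by anchor-based integration of the libraries over 10 dimensions, 2000 variable genes per library, 10 principal components and the lowest resolution that gave at least 8 clusters. The genes that the paper names for these data were left out of the clustering, so that their levels did not define the clusters they were compared between. Each cluster was named from the marker genes of the paper's Supplementary Data 1, without the genes named in its text. Leaving out clusters with a median of under 1000 genes, as the paper did, and a small endothelial cluster removed 692 CD cells (29.3%, 95% exact binomial interval 27.4 to 31.2%) and 703 HFD cells (35.3%, 33.2 to 37.4%). The 1672 CD and 1290 HFD cells that remained formed 8 clusters. A cluster with the markers of both Cluster 1 and Cluster 2, here called Cluster 1 or 2, held 1073 CD and 543 HFD cells. Cluster 3 held 68 CD and 39 HFD cells, Cluster 4 held 376 and 418, Cluster 5 held 28 and 124, Cluster 6 held 83 and 117, and Cluster 7 held 30 and 28. The remaining clusters had peritoneal macrophage markers (6 CD and 13 HFD cells) or cell cycle markers (8 CD and 8 HFD cells). The top genes of Cluster 6 also included *Hilpda*, *Cd9* and *Basp1*, markers of Cluster 8, which formed no cluster of its own at this step, so Cluster 6 was a mixture.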

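Shares of cells, and levels in Cluster 8, were read from a further clustering that also left out the 6001 genes whose pooled level differed by 1.5-fold or more between the libraries. This clustering removed 52 CD cells (2.20%) and 814 HFD cells (40.8%, 38.7 to 43.0%) in clusters of few genes, an uneven loss, and kept 2312 CD and 1179 HFD cells. Expression is given as the UMIs of a gene summed over a cluster's cells, divided by all UMIs of the cluster and given on the usual CPM scale, and ratios are log2 ratios of CPM. The other clusters of a ratio are the other numbered clusters, without the cells with peritoneal macrophage or cell cycle markers. Intervals are 95% intervals from exact Poisson or binomial methods and cover counting error only. Cells of 1 pooled library are not replicates, so no test between diets was made and a difference between diets is a difference between 2 libraries. Doublets were kept beyond the upper limit on genes, as in the paper. Differences from the paper's values may come from the rebuilt cluster names. Positions of genes are those of GRCm38.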

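In the further clustering, each of the 8 clusters also held cells of both libraries. Cluster 1 or 2 held 1150 CD and 321 HFD cells, Cluster 3 held 582 and 283, and Cluster 4 held 470 and 417. The clusters with the fewest cells were Cluster 5 with 21 CD and 48 HFD cells, Cluster 6 with 14 and 30, Cluster 7 with 33 and 26, Cluster 8 with 36 and 41, and the cells with peritoneal macrophage markers.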

Each cluster contained cells from CD and HFD mice. Most ATMs clustered in 4 main populations (Clusters 1–4) (Fig. 1c). 

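Clusters 1 to 4 together held 95.2% of the CD cells in the further clustering (2202 cells, 94.3 to 96.1%) and 86.6% of the HFD cells (1021 cells, 84.5 to 88.5%). Cluster 1 or 2 accounted for 49.7% of CD cells and 27.2% of HFD cells, and Cluster 3 for 25.2% and 24.0%. In the clustering used for gene levels, Cluster 3 was smaller, with 4.07% of CD cells (3.17 to 5.13%) and 3.02% of HFD cells (2.16 to 4.11%). The difference of -8.64 percentage points between the libraries in the share of Clusters 1 to 4 moved most without integration of the libraries, to -23.0 points, with 597 of 1631 HFD cells and 444 of 2244 CD cells then in clusters without a name.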

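*Lyve1* (ENSMUSG00000030787), on chromosome 7 from 110850607 to 110863239, was at 545 CPM in Cluster 1 or 2 of the CD library and at 77.1 CPM in the other clusters together, a log2 ratio of 2.82 (2.65 to 2.99, from 2635 UMIs in the cluster). Its HFD level was 331 CPM against 16.1 CPM, a log2 ratio of 4.36 (3.98 to 4.76). Leaving the genes that differed between the libraries out of the clustering moved the CD ratio most, to 1.83. *Folr2*, on the same chromosome from 101839988 to 101857194, had log2 ratios of 2.59 (2.51 to 2.67) in the CD library and 3.26 (3.10 to 3.43) in the HFD library. The ratios of *Fcna*, *Selenop*, *F13a1*, *Gas6* and *Csf1r* were above 0 in both libraries, from 1.54 for *Csf1r* to 2.68 for *Fcna* in the CD library and from 1.75 for *Csf1r* to 3.51 for *Gas6* in the HFD library. *Ccr2*, on chromosome 9 from 124101950 to 124113557, was lower in Cluster 1 or 2 than in the other clusters, with 330.2 against 749.9 CPM in the CD library (log2 ratio -1.18, -1.27 to -1.10) and 409.1 against 669.8 CPM in the HFD library (-0.71, -0.84 to -0.59).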

Cluster 1 showed low expression of *Ccr2* and was distinguished by differentially expressed genes (DEGs), including *Lyve1*, *Fcna*, *Folr2*, *Selenop*, *F13a1*, *Gas6*, and Csf1r. This signature corresponded to a population of tissue-resident macrophages described in the AT, lungs, and heart^22,25,28,32^. Cluster 1 also showed expression of *Timd4*, albeit at low levels (Figs. 1d, e and S1a and Data file S1). 

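*Timd4* (ENSMUSG00000055546) lies on chromosome 11 from 46810800 to 46844332 and encodes Tim4. Its level in Cluster 1 or 2 was 80.2 CPM (72.4 to 88.6, from 388 UMIs) in the CD library and 27.5 CPM (20.0 to 36.8, from 45 UMIs) in the HFD library. In the other numbered clusters together it was 8.22 CPM in the CD library and 3.78 CPM in the HFD library. These levels gave log2 ratios of 3.29 (2.78 to 3.84) and 2.86 (1.99 to 3.81). The cells with peritoneal macrophage markers, which are not part of these ratios, held more *Timd4*. Their level was 697 CPM (38 UMIs in 6 CD cells) and 263 CPM (25 UMIs in 13 HFD cells). At least 1 UMI of *Timd4* was seen in 24.0% of the CD cells of Cluster 1 or 2, at a median of 4234 UMIs per cell, and in 7.18% of the HFD cells, at a median of 2422 UMIs. After each cell was thinned to 800 UMIs, which left out 0 CD cells and 1 HFD cell of this cluster, the shares were 7.27% (5.79 to 8.99%) and 2.77% (1.56 to 4.52%). In Cluster 4, whose cells should lack the gene, the thinned shares were 0.535% of 374 CD cells and 0.240% of 416 HFD cells, with 2 cells left out in each library and median depths of 6554.5 and 6099 UMIs before thinning.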

Cluster 3–5 were distinguished by the expression of *Ccr2*, *Lyz1*, *Ear2*, and *Retnla* suggesting that these ATMs may represent cells recently derived from Ly6^high^ monocytes. 

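Against the other clusters of its library, *Ccr2* was higher in Cluster 3 by a log2 ratio of 0.66 (0.53 to 0.79) in the CD library and 0.20 (0.01 to 0.39) in the HFD library. The same ratio was 0.91 and 0.42 in Cluster 4 and 1.23 (0.85 to 1.58) and 0.85 (0.65 to 1.04) in Cluster 5. For *Lyz1*, the log2 ratio was 3.14 in the CD library and 2.09 in the HFD library for Cluster 4, 1.61 and 0.43 for Cluster 5, and close to 0 for Cluster 3, at -0.09 (-0.16 to -0.02) and 0.09 (0.02 to 0.15). *Ear2* had log2 ratios of 2.71 and 1.97 in Cluster 4, 1.12 and 0.42 in Cluster 5, and 0.55 and -0.73 in Cluster 3. *Retnla* was highest of these in Cluster 3, with log2 ratios of 1.26 and 1.18, against 0.45 and 0.89 in Cluster 4 and 0.53 and 0.37 in Cluster 5. With the genes that differed between the libraries left out of the clustering, *Lyz1* in Cluster 5 fell below the other clusters, to -0.20 in the CD library and -0.58 in the HFD library, and *Retnla* in Cluster 5 to -0.16 and -0.18.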

Compared with Clusters 4 and 5, Cluster 3 showed gradual increased expression of *Adgre1*, *Lyve1*, and *Folr2* and progressive diminished expression of *Ccr2*, *Lyz1*, *Ear2*, and *Retnla*. Similarly, Cluster 2 appeared to be transcriptionally similar to Cluster 1 but with certain features of Cluster 3. 

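Cluster 3 had a median of 9766 UMIs in 68 CD cells and 9479 UMIs in 39 HFD cells, above the 6554.5 and 6099 UMIs of Cluster 4. Doublets were kept, so some may be among these cells, though Cluster 3 was still named after removal of the highest Scrublet scores. In the CD library, *Adgre1* was at 323 CPM (282 to 368) in Cluster 3, 137 CPM (123 to 152) in Cluster 4 and 203 CPM (101 to 363, from 11 UMIs) in Cluster 5. *Lyve1* was at 223 CPM (189 to 261) in Cluster 3, 42.8 CPM (35.2 to 51.5) in Cluster 4 and 55.3 CPM in Cluster 5, the last from 3 UMIs. *Folr2* was at 1172 CPM in Cluster 3, 157 CPM in Cluster 4 and 276 CPM in Cluster 5. *Ccr2* differed between Cluster 3 at 793 CPM (729 to 862) and Cluster 4 at 784 CPM (751 to 819) by less than the counting error, and was at 1216 CPM (940.3 to 1547) in Cluster 5. *Lyz1* was at 2506, 7116 and 7995 CPM and *Ear2* at 979, 1729 and 1492 CPM in Clusters 3, 4 and 5. *Retnla* was not lower in Cluster 3, with 64572 CPM against 36873 CPM in Cluster 4 and 42810.3 CPM in Cluster 5. In the HFD library, the corresponding levels in Clusters 3, 4 and 5 were 288, 147 and 264 CPM for *Adgre1*, 32.9, 10.01 and 8.96 CPM for *Lyve1*, 329, 38.1 and 76.2 CPM for *Folr2*, and 75718, 48112 and 46194 CPM for *Retnla*. In the further clustering, where Cluster 3 was larger, its CD level was 279 CPM for *Adgre1*, 289 CPM for *Lyve1*, 1072 CPM for *Folr2*, 715 CPM for *Ccr2*, 3338 CPM for *Lyz1*, 1066 CPM for *Ear2* and 55281 CPM for *Retnla*.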

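Clusters 1 and 2 were not separated in the main clustering, since the cluster that held them scored 2.37 on the markers of Cluster 1 and 2.21 on those of Cluster 2, a gap under the limit of 0.2 for a name of its own. With at least 10 clusters, Cluster 1 held 744 CD and 350 HFD cells and Cluster 2 held 285 CD and 175 HFD cells. At that resolution, *Folr2* was at 2469 CPM in Cluster 1 and 1173 CPM in Cluster 2 of the CD library, and at 1240.0 and 421 CPM in the HFD library.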

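*H2-Eb1*, on chromosome 17 from 34305867 to 34316674, was at 10015 CPM in Cluster 3 of the CD library and at 6121 CPM in the other clusters, a log2 ratio of 0.71 (0.67 to 0.75). The HFD ratio was 0.72 (0.67 to 0.76). *Cd74*, on chromosome 18 from 60803848 to 60812652, had log2 ratios of 0.67 (0.65 to 0.69) in the CD library and 0.69 (0.67 to 0.72) in the HFD library. In the further clustering, *H2-Eb1* was at 8092 CPM in Cluster 3, 5963 CPM in Cluster 1 or 2 and 5801 CPM in Cluster 4 of the CD library, and *Cd74* at 24765, 19448 and 17714 CPM. With the HFD library of that clustering, *H2-Eb1* was at 9159 CPM in Cluster 3 and 8960 CPM in Cluster 1 or 2.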

Cluster 3 had relatively higher expression of antigen-presentation genes, such as *H2-Eb1* and *Cd74* (Figs. 1d, e and S1a and Data file S1). The graded pattern of the expression of genes such as *Folr2*, *Lyz1*, *Ear2,* and *Nr4a1* across Clusters 1–5 suggested that these ATMs may be developmentally related (Fig. 1e). 

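*Folr2* was at 2071 CPM (2031 to 2112) in Cluster 1 or 2 of the CD library and 879 CPM (834 to 926) in that of the HFD library, and in both libraries its level in Clusters 3, 4 and 5 was lower by more than the counting error. *Lyz1* was at 364 CPM in Cluster 1 or 2 of the CD library and 863 CPM in that of the HFD library, and in the latter it reached 5877, 9415 and 7374 CPM in Clusters 3, 4 and 5. *Ear2* was at 108 CPM in Cluster 1 or 2 of the CD library and 339.5 CPM in that of the HFD library, where it was at 1052, 2830 and 2245 CPM in Clusters 3, 4 and 5. The order of Clusters 4 and 5 differed between these genes and libraries.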

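*Nr4a1* (ENSMUSG00000023034), on chromosome 15 from 101254269 to 101274795, was at 500 CPM (480.2 to 520.3) in Cluster 1 or 2, 519 CPM (467 to 575) in Cluster 3, 934 CPM (898 to 972) in Cluster 4 and 1713 CPM (1383 to 2099, from 93 UMIs) in Cluster 5 of the CD library. HFD levels were 636, 422, 974 and 1810 CPM (1638 to 1995, from 404 UMIs) in the same order. Against the other clusters, the log2 ratio of *Nr4a1* in Cluster 5 was 1.41 (1.10 to 1.70) in the CD library and 1.20 (1.05 to 1.35) in the HFD library. The 28 CD cells of Cluster 5 had a median of 1843 UMIs and the 124 HFD cells a median of 1552.5 UMIs, fewer than those of Cluster 4.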

Cluster 5 was distinguished by high expression of *Nr4a1*, which increases transiently during the differentiation of Ly6C^high^ monocytes into Ly6C^low^F4/80^+^ macrophages^33,34^ suggesting that ATMs from Cluster 5 were the most recently derived from monocytes.

**Fig. 1:**
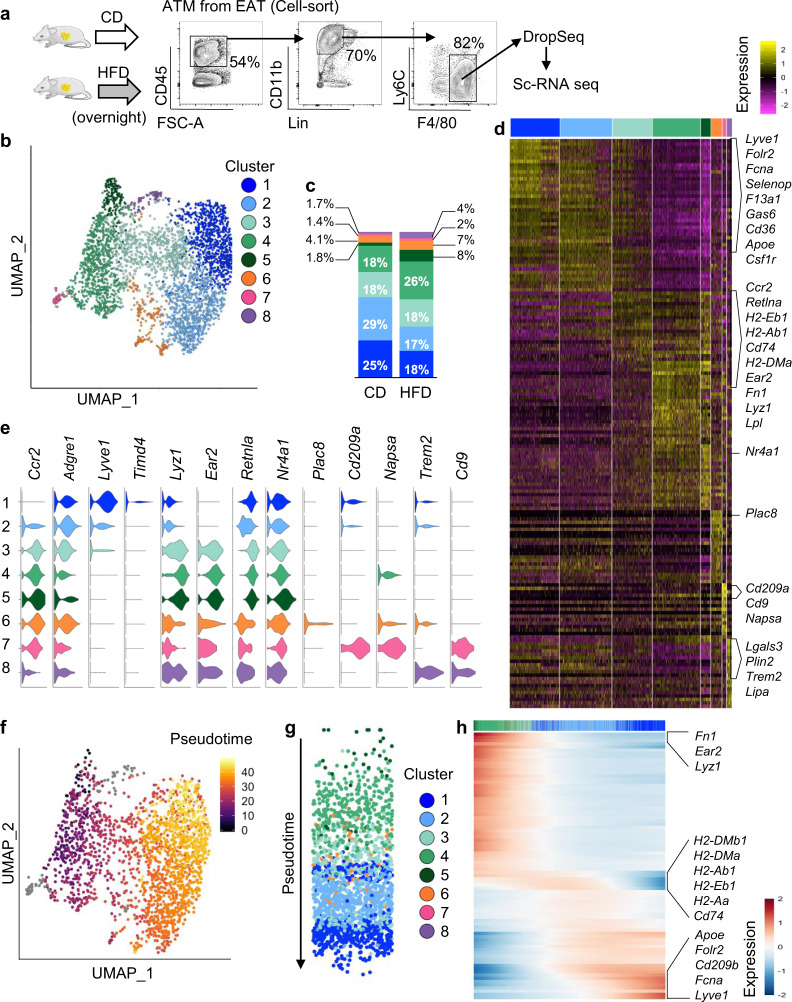
ScRNA-seq characterization of ATMs. **a** CD45^+^Lin^−^CD11b^+^F4/80^+^ ATMs from the epididymal AT (EAT) of mice kept on CD (*n* = 3) or fed a HFD overnight (*n* = 3) were cell-sorted and underwent scRNA-seq. Lineage (Lin) includes TCRb, CD19, SiglecF, and Ly6G. **b** Unsupervised clustering of ATMs with UMAP where each dot is a single cell colored by cluster assignment. **c** Repartition of ATMs in each cluster per condition. **d** Heatmap of each cell’s (column) scaled expression of the top 25 conserved DEGs (row) expressed per cluster, with exemplar genes labeled (right). **e** Violin plots of canonical ATM gene expression by cluster. **f**–**h** Slingshot analysis of ATM trajectory in mice kept on control diet. UMAP visualization of the pseudotime values with Cluster 5 as starting point (**f**, **g**). Heat map with spline curves fitted to DEGs along a trajectory from ATMs in Cluster 5 to ATMs in Cluster 1 (**h**).

We explored this hypothetical developmental relationship by performing lineage inference with slingshot, using Cluster 5 (*Nr4a1*^*high*^ ATMs) as the starting cluster. Projection of pseudotime on the UMAP plot confirmed that ATMs followed a pseudotime trajectory straddling Cluster 5–1 in mice kept on CD (Fig. 1f, g). 

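A minimum spanning tree over the centres of the clusters in 10 principal components, rooted at Cluster 5, took the place of slingshot, and each cell was projected on its path. In the CD library the path ran from Cluster 5 through Clusters 4 and 6 to Cluster 1 or 2, with Cluster 3 on a side branch. The median position of cells along the path was 1.85% in Cluster 5, 25.8% in Cluster 4, 65.3% in Cluster 6 and 100% in Cluster 1 or 2. With diffusion pseudotime in place of the tree, the medians were 6.01%, 17.1%, 70.8% and 91.6%.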

To track changes across this trajectory, gene expression was plotted as a function of pseudotime. This analysis showed the gradual downregulation of genes highly expressed by Cluster 5 such as *Fn1*, *Ear2*, and *Lyz1* and gradual increased expression of genes such as *ApoE*, *Lyve1*, *Fcna*, and *Folr2* highly expressed by Cluster 1, while antigen-presentation genes were transiently induced in ATMs from cluster 4 (Fig. 1h). 

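The cells on the CD path were divided into 5 bins of 312 cells in the order of pseudotime. Cells at the end of the path were tied, with a median of 100% in the 1073 cells of Cluster 1 or 2, and kept their order in the data. The last bins are thus not fully ordered. The first and second bins together hold more cells than Clusters 5 and 4, with 28 and 376, so they also held cells of later clusters. *Fn1* fell from 3897 CPM in the first bin to 128 CPM in the last, a log2 ratio of -4.93 (-5.14 to -4.73), and the ratios of *Ear2* and *Lyz1* were -4.40 and -4.47. *Lyve1* rose from 36.4 CPM to 685 CPM, a log2 ratio of 4.23 (3.88 to 4.60), and the ratios of *Apoe*, *Fcna* and *Folr2* were 4.05, 4.24 and 3.98. Among antigen-presentation genes, *Cd74* was at 17047.5 CPM in the first bin, 23084 CPM in the second and 17577 CPM in the last, and *H2-Aa* was at 6470.4, 8418 and 7032 CPM. *H2-DMa* fell without a peak in the second bin, from 1320 to 1063 and 553 CPM.

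**Figure D1:**
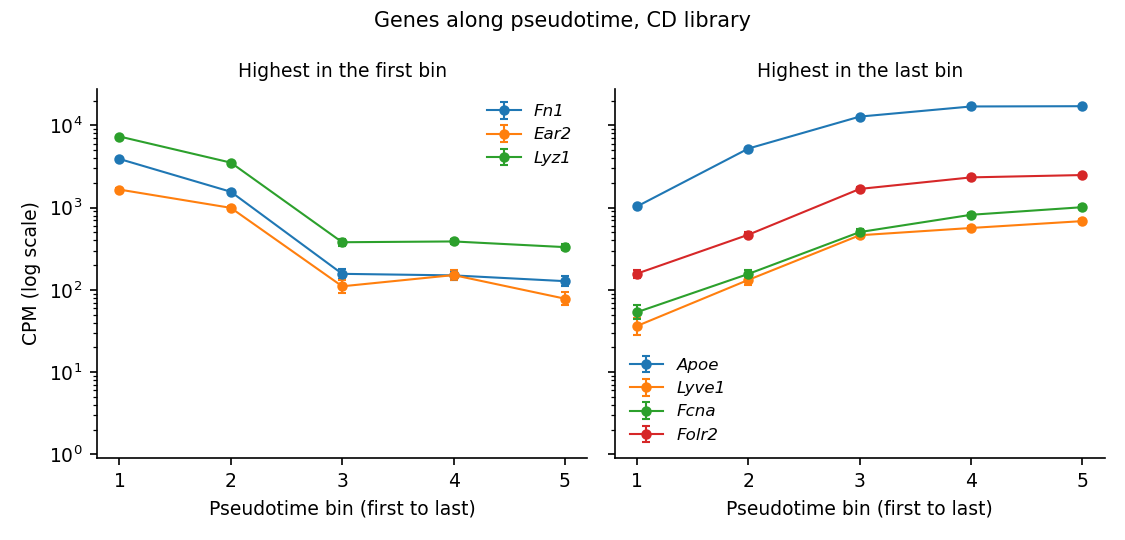
Expression in 5 bins of equal cell number along pseudotime in the CD library, in CPM on a log axis, with a line for each gene. *Fn1*, *Ear2* and *Lyz1* fall from the first bin to the last, and *Apoe*, *Lyve1*, *Fcna* and *Folr2* rise.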

An analogous trajectory was found when analyzing ATMs from mice fed HFD overnight (Fig. S1b).

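In the HFD library, the path also ran from Cluster 5 through Clusters 4 and 6 to Cluster 1 or 2, with median positions of 0.970%, 31.2%, 68.9% and 100%. Diffusion pseudotime gave medians of 8.73%, 42.9%, 75.8% and 84.7%. From the first to the last of 5 bins, the log2 ratio was -4.27 for *Fn1*, -3.15 for *Ear2*, -3.86 for *Lyz1*, 3.76 for *Apoe*, 5.48 for *Lyve1* and 4.14 for *Folr2*.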

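Clusters 6, 7 and 8 together held 3.59% of the CD cells in the further clustering (83 of 2312 cells, 2.87 to 4.43%) and 8.23% of the HFD cells (97 of 1179 cells, 6.72 to 9.94%), a difference of 4.64 percentage points (2.91 to 6.50). When each cell was given a cluster from its own marker UMIs, the alternative that moved the difference most, it was 16.6 points. Without cells that held a UMI of *Pecam1*, *Kdr* or *Flt1*, chosen after seeing the data, it was 4.84 points (3.14 to 6.69).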

The remaining three clusters represented 7% and 10% of all ATMs from mice kept on CD or fed HFD overnight, respectively. 

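*Plac8*, on chromosome 5 from 100553725 to 100572245, was at 569 CPM in Cluster 6 of the CD library and at 2.01 CPM in the other clusters, a log2 ratio of 8.14 (7.44 to 8.94), and the ratio was 6.32 (5.95 to 6.71) in the HFD library. *Cx3cr1* had log2 ratios of 2.30 (1.64 to 2.92) in the CD library and 2.14 (1.51 to 2.74) in the HFD library, from 28 and 36 UMIs in the cluster. *Ccr2* was at 596 CPM in Cluster 6 against 519 CPM in the other clusters of the CD library (log2 ratio 0.20, 0.03 to 0.37). Its HFD ratio was -0.38 (-0.56 to -0.20), and it was above 0 under 10 of 15 alternatives, up to 0.77 with at least 6 clusters. Cells with Cluster 8 markers were part of this cluster.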

Cluster 6 was characterized by high expression of *Ccr2*, *Plac8*, and *Cx3cr1*. Cluster 7 was distinguished by the expression of *Cd209a*, *Napsa*, *Cd74*, *Flt3*, and *H2-Eb1*, a transcriptional signature associated with classical dendritic cells^28,35^. 

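In Cluster 7, *Cd209a* was at 1225 CPM in the CD library and 1095 CPM in the HFD library, log2 ratios over the other clusters of 3.28 (3.09 to 3.46) and 4.49 (4.22 to 4.77). *Napsa* had log2 ratios of 3.08 and 2.17, *Cd74* of 1.23 and 1.33, and *H2-Eb1* of 0.77 and 0.96. *Flt3*, from 13 CD UMIs and 6 HFD UMIs in the cluster, had log2 ratios of 6.84 (5.15 to 8.91) and 4.34 (2.57 to 6.00).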

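*Trem2* (ENSMUSG00000023992), on chromosome 17 from 48346401 to 48354147, was at 228 CPM in Cluster 8 of the further clustering and 83.0 CPM in the other clusters of the CD library, a log2 ratio of 1.46 (1.05 to 1.83). In the HFD library it was at 471 CPM against 27.7 CPM, a log2 ratio of 4.09 (3.74 to 4.43). *Cd9*, on chromosome 6 from 125460266 to 125494791, had log2 ratios of 3.31 (2.89 to 3.71) and 4.14 (3.75 to 4.53).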

Cluster 8 was distinguished by the expression of *Trem2* and *Cd9*, similar to LAMs identified in AT of obese mice^22–24^. This subset of metabolically active ATMs was thus present, albeit in small number, in mice kept on CD and mice fed overnight on HFD (Figs. 1d, e and S1a and Data file S1). Therefore, the ATM compartment is highly heterogenous in lean mice, comprising macrophages with a transcriptional signature indicative of recent differentiation from monocytes and macrophages showing genes associated with tissue residency.

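Cluster 8 made up 1.56% of the CD cells (1.09 to 2.15%) and 3.48% of the HFD cells (2.51 to 4.69%) of the further clustering. Of these cells, 9 of 36 in the CD library and 4 of 41 in the HFD library held a UMI of the endothelial markers *Pecam1*, *Kdr* or *Flt1*, or 25.0% and 9.76%, against 2.09% and 3.74% in Cluster 1 or 2. Leaving out all cells with such a UMI, an alternative chosen after seeing the data, kept the ratios of *Trem2* and *Cd9* within their intervals.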

### Establishment of the Lyve1^+^Tim4^+^ ATM population is associated with long-term residency

We used flow cytometry to investigate the expression of membrane markers defining Cluster 1. While our scRNA-seq analysis showed relatively low expression of *Timd4* in Cluster 1, previous studies have shown  its expression by resident macrophages^25,28^ prompting the inclusion of Tim4 in our analysis. Among Lineage^–^ cells, we could identify Ly6C^high^ monocytes and define F4/80^high^ and F4/80^low^ ATM populations. F4/80^high^ cells could be further separated into Tim4^+^ and Tim4^−^ subsets, whereas F4/80^low^ cells were uniformly Tim4^−^ (Fig. 2a). F4/80^high^Tim4^+^ ATMs had a membrane expression profile compatible with Cluster 1 from our scRNA-seq, with high expression of Lyve1 and CSF1R and low expression of major histocompatibility complex II (MHCII; Figs. 2b, 1e, h, and S1a). In contrast, the majority of F4/80^high^Tim4^−^ ATMs lacked Lyve1 and expressed high levels of MHCII suggesting that they corresponded to Clusters 2 and 3 (Figs. 2b, 1e, h, and S1a). Both F4/80^high^Tim4^+^ and F4/80^high^Tim4^−^ ATM populations expressed high levels of CD206 in agreement with high *Mrc1* expression by Clusters 1–3 (Figs. 2b and S1a). 

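*Mrc1*, on chromosome 2 from 14229392 to 14332057, encodes CD206. In Cluster 1 or 2 it was at 1259 CPM (1227 to 1291) in the CD library and 1054 CPM (1005 to 1105) in the HFD library. The level in Cluster 3 was 517 CPM (466 to 574) and 458 CPM (391 to 533), and in Cluster 4 it was 367 CPM (344 to 391) and 249 CPM (230.2 to 269). In the further clustering, Cluster 3 was at 856 CPM in the CD library and 417 CPM in the HFD library. Against the other clusters, the log2 ratio of Cluster 3 was -0.77 in the CD library and -0.18 (-0.42 to 0.04) in the HFD library.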

F4/80^low^ ATMs did not express Lyve1, CSF1R, or Tim4 and only low levels of CD206 (Figs. 2b, 1e, h, and S1a). RELMα (encoded by *Retnla*) was expressed by most ATMs. However, differential expression of RELMα between clusters enabled us to discriminate F4/80^high^Tim4^−^RELMα^low/^^−^ and F4/80^high^Tim4^−^RELMα^high^ ATMs corresponding to Clusters 2 and 3, respectively, and to define two subsets in F4/80^low^ macrophages: F4/80^low^RELMα^high^ ATMs potentially corresponding to Clusters 4 and 5 and F4/80^low^RELMα^low^ ATMs corresponding to Clusters 7 and 8 (Figs. 2b and 1e).

**Fig. 2:**
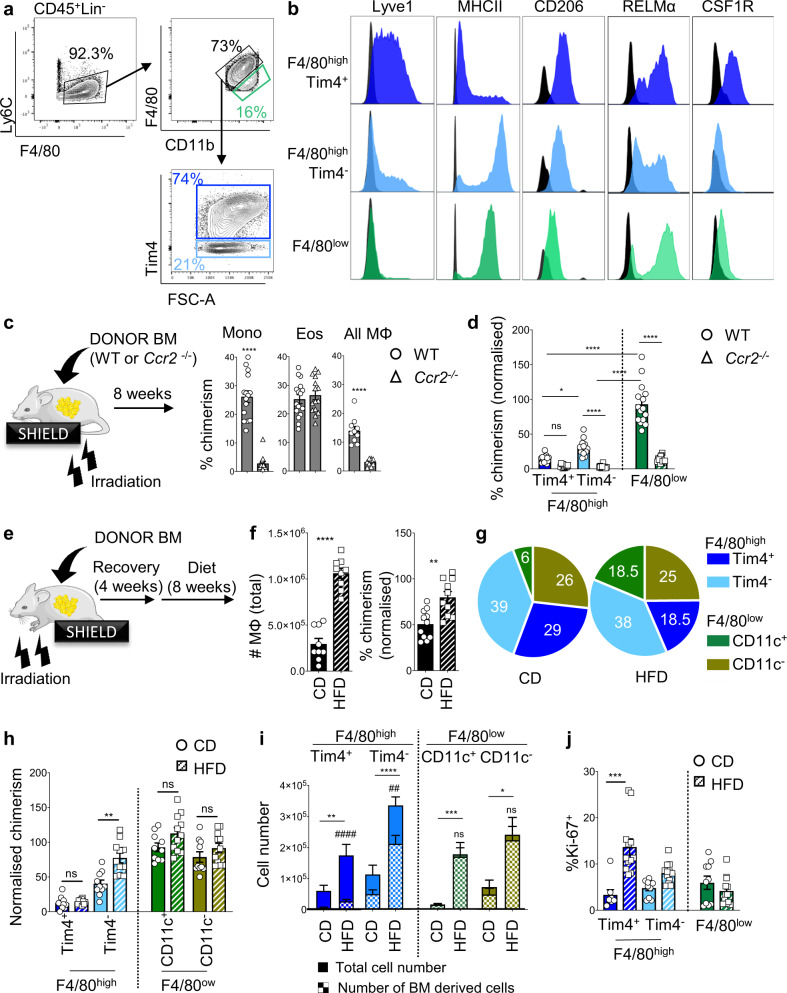
Lyve1^+^Tim4^+^ ATMs are resident and persist during obesity. **a**, **b** Gating strategy used to define F4/80^high^Tim4^+^ (blue), F4/80^high^Tim4^−^ (cyan), and F4/80^low^ (green) macrophage populations in AT (**a**) and histogram of the fluorescence intensity of Lyve1, MHCII, CD206, RELMα, and CSF1R with fluorescence minus one (FMO) in black (**b**). **c** Hosts were partially irradiated (limbs) and reconstituted with *Ccr2*^*+/+*^ (Wild Type (WT)) or *Ccr2*^*−/−*^ mice. Non-host chimerism (%) among Ly6C^high^ monocytes, eosinophils, and F4/80^+^ macrophages in the epididymal AT, 8 weeks post reconstitution with WT (circle) or *Ccr2*^*−/−*^ (triangle) BM. **d** Non-host chimerism among ATM subsets, normalized to Ly6C^high^ blood monocyte non-host chimerism. **e**–**j** Hosts were partially irradiated (head and forelimbs) and reconstituted with WT BM. After recovery, animals were put on CD (solid bar) or HFD (stripped bar) for 8 weeks (**e**). Non-host chimerism was normalized to Ly6C^high^ blood monocyte chimerism. Number and non-host chimerism of the whole F4/80^+^ ATM populations (**f**) and proportions (%) of ATMs in epididymal AT (**g**). Non-host chimerism among ATM subsets. **i** Total number of ATMs (solid) and BM-derived ATMs (squared pattern). Statistical analyses were performed to compare total ATMs in CD vs HFD (*) and total ATMs vs BM-derived ATMs in HFD (^#^) (**h**). ATM proliferation measured by percentage of Ki-67^+^ cells (**j**). Data pooled from *n* = 10 mice per groups from 2 to 3 independent experiments. Error bars show SEM. Kruskal–Wallis test with Dunn’s multiple comparisons test or ANOVA with Sidak’s multiple comparisons test were applied after assessing normality using D’Agostino and Pearson Normality test. Significant differences are indicated by *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001, ^##^*P* < 0.01, ^####^*P *< 0.0001, ns = non-significant.

Having defined these ATM populations by flow cytometry, we next investigated their replenishment kinetics using AT-protected BM chimeras as described previously in the pleural and peritoneal cavity^36,37^. In brief, after partial irradiation, recipient mice (expressing CD45.1 and CD45.2) were injected with CD45.2 *Ccr2*^*+/+*^ or *Ccr2*^*−/−*^ donor BM. Non-host chimerism of immune cell populations in fat depots was studied 8 weeks later in the blood and tissues (Fig. 2c). As expected, Ly6C^high^ monocytes showed ~30% mixed chimerism in mice who received *Ccr2*^*+/+*^ BM and showed a near complete abrogation of non-host chimerism when mice received *Ccr2*^*−/−*^ BM (Figs. 2c and S2a) in the blood and tissues. In the epididymal AT, the non-host chimerism of eosinophils reached 30%, similar to Ly6C^high^ monocytes and was C-C chemokine receptor type 2 (CCR2) independent (Figs. 2d and S2a). Although ATMs as a whole (CD45^+^Lin^−^F4/80^+^) had a 14% non-host chimerism (Figs. 2c and S2a), further breakdown of the ATM population revealed high heterogeneity in BM dependency. F4/80^low^ ATM subsets were highly BM and CCR2 dependent, with a tissue non-host chimerism of 100% when normalized to Ly6C^high^ blood monocytes, reflecting their constant replenishment by BM monocytes. In contrast, F480^high^Tim4^+^ ATMs (corresponding to Cluster 1) showed only a low level of non-host chimerism with 14% of Lyve1^+^Tim4^+^ ATMs being replaced by BM monocytes after 8 weeks, confirming that the F4/80^high^Tim4^+^Lyve^+^ ATM population was maintained in AT over a long period of time with minimal BM monocyte input. The F4/80^high^Tim4^−^ subset showed intermediate (30%) non-host chimerism at 8 weeks indicating higher contribution of BM monocytes to the maintenance of the F480^high^Tim4^−^ ATM population compared to the F4/80^high^Tim4^+^Lyve^+^ ATM population (Figs. 2d and S2b). The gradual decrease in the incorporation of BM-derived monocytes in ATMs from F4/80^low^ ATMs to F4/80^high^Tim4^−^ ATMs to F4/80^high^Tim4^+^ ATMs was in agreement with the trajectory analysis of scRNA-seq data indicating lineage relationship between monocyte-derived ATMs (Clusters 5 and 4 identified as F4/80^low^ ATMs) and F4/80^high^Tim4^−^ ATMs (Clusters 3 and 2) and F4/80^high^Lyve1^+^Tim4^+^ ATMs (Cluster 1) and with analysis from Silva et al.^25^.

Since obesity is characterized by recruitment of ATMs, and a comparative loss of resident ATMs^22^, we tested whether obesity led to a change in turnover of Lyve1^+^Tim4^+^ resident ATMs. We added CD11c to our flow cytometric analysis, as CD11c has been used extensively to stain inflammatory ATMs in obesity^17–21^. F4/80^low^ ATMs could be further separated into CD11c^+^ and CD11c^−^ subsets, whereas F4/80^high^ cells were uniformly CD11c^−^ (Fig. S2c). We generated protected BM chimeras, which we subjected to 8 weeks of HFD (Fig. 2e). Mice gained significant weight and the total number of ATMs showed a nearly threefold increase in the epididymal AT of mice on HFD compared to mice kept on CD (Figs. S2d and 2f). As expected, there was a significant increase in the proportion and number of F4/80^low^CD11c^+^ and F4/80^low^CD11c^−^ ATM subsets (Fig. 2g, i) in the epididymal AT of obese mice. When considered as a whole population, the non-host chimerism of CD45^+^Lin^−^F4/80^+^ ATMs increased by 50% in obese mice (Fig. 2f). The turnover of F4/80^low^CD11c^+^ and F4/80^low^CD11c^−^ ATM subsets was of 100% in both control diet and HFD mice, and the turnover of F4/80^high^Tim4^−^ ATMs rose from 40% in control diet mice to 80% in HFD mice indicating that increased monocyte recruitment contributed to expansion of the ATM pool in obesity (Fig. 2h). In contrast, F4/80^high^Tim4^+^ resident macrophages showed identical low BM non-host chimerism in mice fed HFD and mice fed a control diet (Fig. 2h). However, their number was twice higher in mice fed HFD compared to mice kept on control diet (Fig. 2i). Analysis of Ki-67 expression showed that the level of proliferation in F4/80^high^Tim4^+^ ATMs in the epididymal AT of obese mice was significantly higher than that seen in lean mice, consistent with self-autonomous expansion of resident ATM population during obesity (Fig. 2j).

### Lyve-1^+^Tim4^+^ ATMs have a unique metabolic profile characterized by high lysosomal activity, high lipid content, and ABCA1 expression

Having established that the Lyve1^+^Tim4^+^ ATM population (Cluster 1) was associated with long-term residence in AT, we analyzed how the AT shaped this population by comparing it to Cluster 4, which is made of ATMs recently derived from monocytes. 

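Within each library, Cluster 1 or 2 was compared with Cluster 4. *Ctsb*, on chromosome 14 from 63122462 to 63145923, was at 3207 CPM in Cluster 1 or 2 and 624 CPM in Cluster 4 of the CD library, a log2 ratio of 2.36 (2.29 to 2.44), and its ratio in the HFD library was 2.57 (2.49 to 2.66). *Lamp1*, on chromosome 8 from 13159161 to 13175338, had log2 ratios of 1.17 (1.07 to 1.27) and 0.81 (0.70 to 0.93), and *Lamp2* of 1.10 and 1.09. *Ctsc* had log2 ratios of 1.97 and 1.84, *Ctsl* of 2.30 and 1.99, *Lgmn* of 2.65 and 2.71 and *Cd63* of 3.78 and 3.39. The median log2 ratio of these 7 lysosomal genes, chosen by the paper from these libraries, was 2.30 in the CD library and 1.98 in the HFD library. It lay at the 99.98th and 99.96th percentile of 10000 random lists of 7 genes matched on mean expression, given as a description. Thinning the cells to 800 UMIs moved the CD median most, to 1.94.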

Pathway analysis of genes with increased expression by Cluster 1 over Cluster 4 showed a very strong enrichment in DEGs involved with lysosomal function, such as *Ctsb*, *Ctsc*, *Ctsl*, *Lgmn*, *Cd6*3, *Lamp1*, and *Lamp2* (Fig. 3a, b and Data file S2). Flow cytometric analysis confirmed that F4/80^high^Lyve1^+^Tim4^+^ ATMs had the highest lysosomal content/activity in steady state compared to the other ATM subsets as assessed by mean fluorescence intensity (MFI) of LAMP2 and lysotracker (Fig. 3c, d). Pathway analysis confirmed enrichment in DEGs involved in endocytosis such as *Cltc*, *Dab2*, *Ap2a2*, *Eps15*, and *Snx5* and phagocytosis such as *Cd209a*, *Cd209b*, *Cd209f*, *Cd209d*, *Cd163*, *Stab1*, *Mrc1*, *Timd4*, and *Mgl2* (Fig. 3a, b and Data file S2)^25^. 

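Of the 5 endocytosis genes in the comparison of Cluster 1 or 2 with Cluster 4, *Dab2*, on chromosome 15 from 6299788 to 6440712, had the highest log2 ratio, 2.10 (1.98 to 2.23) in the CD library and 2.44 (2.28 to 2.60) in the HFD library. *Cltc* had ratios of 1.25 and 1.39, *Eps15* of 1.50 and 1.74, *Snx5* of 1.26 and 1.00, and *Ap2a2* of 1.04 in both. The median of these genes was 1.26 in the CD library and 1.39 in the HFD library, at the 98.7th and 98.6th percentile of matched lists. For the 9 phagocytosis genes, the median was 3.30 in the CD library and 3.47 in the HFD library, above all 10000 matched lists. The ratio in the CD library ran from 1.60 for *Cd209a* to 4.44 (4.22 to 4.66) for *Cd209f*, which was at 1476 CPM against 68.0 CPM, and in the HFD library from 0.80 for *Cd209a* to 4.81 (4.38 to 5.27) for *Cd209f*. *Timd4* had log2 ratios of 3.71 (3.00 to 4.54) and 3.57 (2.34 to 5.09). Both lists are the paper's choice from these libraries.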

Flow cytometric analysis of neutral lipid content using LipidTox showed that Tim4^+^Lyve1^+^ ATMs had a higher neutral lipid content than F4/80^high^Tim4^−^ and F4/80^low^ ATMs, suggesting that Tim4^+^Lyve1^+^ ATMs were involved in lipid uptake and metabolism at steady state (Fig. 3c, d).

**Fig. 3:**
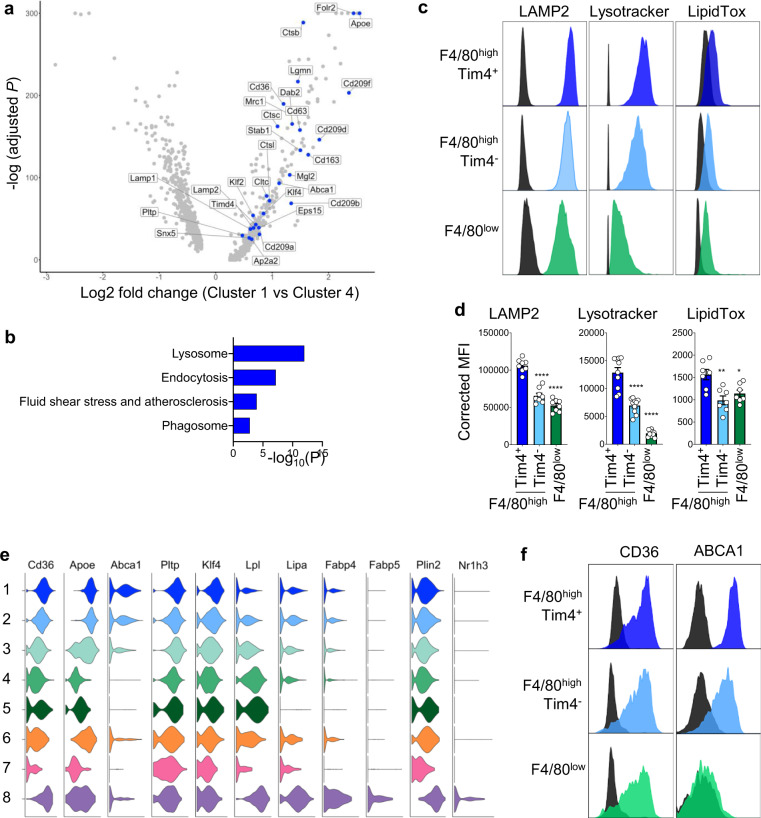
Lyve1^+^Tim4^+^ ATMs have high lysosomal and lipid content. **a** Volcano plot showing DEGs between Cluster 1 (*Lyve1*^*+*^ resident ATMs) and Cluster 4 (BM-derived ATMs). Examples of DEGs distinguishing Cluster 1 are shown in blue. **b** KEGG pathway analysis on DEGs distinguishing Cluster 1. **c**, **d** Flow cytometric analysis on epididymal AT showing histogram of the fluorescence intensity of LAMP2, lysotracker, and LipidTox in F4/80^high^Tim4^+^, F4/80^high^Tim4^−^, and F4/80^low^ ATM populations as gated in Fig. 2a with FMO in black (**c**) and quantification of mean fluorescence intensity (MFI) for these staining on the indicated ATM populations (**d**). Data pooled from two independent experiments with *n* = 8 (LAMP2), *n* = 10 (lysotracker), or *n* = 7 (LipidTox) mice per group. Error bars show SEM. ANOVA with Sidak’s multiple comparisons test were applied after assessing normality using D’Agostino and Pearson Normality test. Significant differences are indicated by *P < 0.05, **P < 0.01, ****P < 0.0001. **e** Violin plots by cluster of the expression of genes involved in lipid metabolism. **f** Flow cytometric analysis showing histogram of the fluorescence intensity of CD36 and ABCA1 in ATM populations as defined in **c**. Data representative of *n* = 7 mice per group in two independent experiments.

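*Cd36*, on chromosome 5 from 17781690 to 17888801, was at 1176 CPM in Cluster 1 or 2 of the CD library and 406 CPM in the other clusters, a log2 ratio of 1.54 (1.46 to 1.62), and at 1773 CPM against 788 CPM in the HFD library, a ratio of 1.17 (1.10 to 1.24). In Cluster 8 of the further clustering it was at 1633 CPM in the CD library and 3200.3 CPM in the HFD library, with log2 ratios over the other clusters of 1.01 (0.86 to 1.15) and 2.03 (1.92 to 2.13), or 0.90 and 2.00 without the cells that held a UMI of *Pecam1*, *Kdr* or *Flt1*, chosen after seeing the data.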

*Lyve1*^*+*^*Tim4*^*+*^ resident ATMs expressed high levels of *Cd36*, a receptor enabling the endocytosis of triacylglycerol-rich lipoprotein particles, similar to LAM (Fig. 3e). CD36 membrane expression was confirmed by flow cytometry (Fig. 3f). Contrary to LAM (Cluster 8), *Lyve1*^*+*^ resident ATMs (Cluster 1) did not show a transcriptional signature characteristic of TG metabolism and displayed low expression of *Lpl* and *Lipa*, which catalyze the lipolysis of TG, as well as low expression of *Fabp4* and *Fabp5*, which mediate FA oxidation (Figs. 3e and S1c, d and Data file S3). However, *Lyve1*^*+*^*Tim4*^*+*^ resident ATMs were distinguished by the expression of *Abca1* (Fig. 3e). 

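*Lpl*, on chromosome 8 from 68880491 to 68907448, was at 298 CPM in Cluster 1 or 2 of the CD library and 1366 CPM in the other clusters, a log2 ratio of -2.20 (-2.28 to -2.11), and its ratio in the HFD library was -1.60. In Cluster 8 the ratios were 1.85 (1.73 to 1.96) and 2.18 (2.08 to 2.28). *Lipa* was not lower in Cluster 1 or 2 than in the other clusters, with log2 ratios of 0.41 (0.25 to 0.57) in the CD library and 0.23 (0.02 to 0.44) in the HFD library, against 1.71 and 2.20 in Cluster 8. *Fabp5* had log2 ratios of -2.19 and -1.45 in Cluster 1 or 2 and 3.63 and 2.50 in Cluster 8. *Fabp4* was at 123 CPM in Cluster 1 or 2 of the CD library (log2 ratio 0.60, 0.41 to 0.80) and 175 CPM in that of the HFD library (0.15, -0.05 to 0.36), against 6887 and 1772 CPM in Cluster 8. In Cluster 8, the cells that held a UMI of *Pecam1*, *Kdr* or *Flt1* gave 1678 of 1814 *Fabp4* UMIs in the CD library and 249 of 470 in the HFD library. Leaving such cells out, an alternative chosen after seeing the data, brought *Fabp4* in Cluster 8 to 652 and 927 CPM and its log2 ratios from 6.04 and 4.09 to 2.64 (2.38 to 2.90) and 3.22 (2.99 to 3.44). The ratios in Cluster 8 were then 2.02 and 2.16 for *Lpl*, 2.00 and 2.08 for *Lipa* and 3.62 and 2.58 for *Fabp5*. With the genes that differed between the libraries left out of the clustering, the CD ratio of *Fabp4* in Cluster 1 or 2 changed sign, to -1.60, and without the cells that held such a UMI it was 0.099 (-0.061 to 0.26).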

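*Abca1* (ENSMUSG00000015243) lies on chromosome 4 from 53030787 to 53159895. It was at 194 CPM in Cluster 1 or 2 of the CD library, from 939 UMIs, and 37.2 CPM in the other clusters, a log2 ratio of 2.38 (2.13 to 2.64). In the HFD library it was at 289 CPM, from 474 UMIs, against 46.9 CPM, a log2 ratio of 2.63 (2.38 to 2.88). In Cluster 8 of the further clustering, *Abca1* was at 34.2 CPM in the CD library, from 9 UMIs, and 79.2 CPM in the HFD library, from 21 UMIs; leaving out cells with a UMI of *Pecam1*, *Kdr* or *Flt1*, chosen after seeing the data, gave 43.1 and 88.1 CPM.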

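*Apoe*, on chromosome 7 from 19696109 to 19699188, was at 15238 CPM in Cluster 1 or 2 of the CD library and 3177 CPM in the other clusters, a log2 ratio of 2.26 (2.24 to 2.29), with a ratio of 2.66 (2.63 to 2.69) in the HFD library. *Pltp*, on chromosome 2 from 164839518 to 164857711, was at 1820.3 CPM against 1256 CPM in the CD library, a log2 ratio of 0.54 (0.49 to 0.59), and its ratio in the HFD library was 0.36 (0.29 to 0.42).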

*Lyve1*^*+*^ resident ATMs were also distinguished by the expression of *ApoE*, which mediates reverse cholesterol transport in macrophages^38^, and *Pltp,* encoding the plasma phospholipid transfer protein that transfers phospholipids from TG-rich lipoproteins to HDL and the uptake of cholesterol. In contrast to LAMs, *Lyve1*^*+*^ resident ATMs did not express the transcription factor *Nr1h3* encoding LXRα, which, in macrophages, regulates the transcription of a large repertoire of genes linked to lipid and cholesterol metabolism, such as *Abca1*^39,40^. 

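*Nr1h3* (ENSMUSG00000002108), on chromosome 2 from 91184061 to 91202834, gave 18 UMIs in the 1073 CD cells of Cluster 1 or 2, or 3.72 CPM (2.21 to 5.88), and 14 UMIs, or 3.39 CPM, in the other clusters of the CD library. HFD cells gave 16 UMIs (9.77 CPM, 5.58 to 15.9) against 34 UMIs (8.57 CPM). The log2 ratios of 0.14 (-0.95 to 1.26) and 0.19 (-0.77 to 1.09) did not differ from 0 at this depth, and the other clusters include Cluster 6, which held Cluster 8 cells. Against Cluster 4 alone, *Nr1h3* was higher, with log2 ratios of 3.28 (0.62 to 8.66, from 18 UMIs and 1 UMI) in the CD library and 2.34 (0.83 to 4.15, from 16 and 5 UMIs) in the HFD library. In Cluster 8 of the further clustering, *Nr1h3* was at 45.6 CPM in the CD library, from 12 UMIs, and 71.6 CPM in the HFD library, from 19 UMIs, with log2 ratios over the other clusters of 3.86 (2.78 to 4.83) and 3.91 (3.00 to 4.80). With cells that held a UMI of *Pecam1*, *Kdr* or *Flt1* left out, chosen after seeing the data, these ratios were 3.58 and 3.92.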

Dissociation of the expression of *Abca1* and *Nr1h3* in Lyve1^+^Tim4^+^ ATMs was further supported by the ImmGen microarray datasets which showed that, in contrast to liver macrophages that highly express both *Abca1* and *Nr1h3*, ATMs expressed high levels of *Abca1* and no *Nr1h3* (Fig. S4). However, *Lyve1*^*+*^ resident ATMs showed high expression of *Klf4*, a transcription factor inducing *Abca1* expression and cholesterol efflux from endothelial cells^41,42^. 

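*Klf4*, on chromosome 4 from 55527143 to 55532466, was at 1223 CPM in Cluster 1 or 2 of the CD library and 525 CPM in the other clusters, a log2 ratio of 1.22 (1.15 to 1.29). Its HFD level was 1135 CPM against 541 CPM, a log2 ratio of 1.07 (0.98 to 1.16).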

Flow cytometric analysis confirmed high membrane expression of ABCA1 by F4/80^high^Lyve1^+^Tim4^+^ resident ATMs, with low expression on F4/80^high^Tim4^−^ and no expression on F4/80^low^ ATMs (Fig. 3f). Taken together, these results indicate that Lyve1^+^Tim4^+^ resident ATMs have a unique metabolic profile turned toward ABCA1-dependent cholesterol efflux.

### Tim4 and ABCA1 are closely associated with lysosomes in ATMs

Wholemount immunofluorescence staining confirmed the presence of Tim4^+^ ATMs showing high lysosomal and neutral lipid content in mouse and human AT. Tim4 and neutral lipid localized to the lysosomes suggesting that Tim4 was actively involved in the uptake and trafficking of lipid from the membrane to the lysosomes (Fig. 4a, b). To further interrogate the human ATM populations, we used flow cytometric analysis, identifying two populations of macrophages within human visceral and subcutaneous AT: CD14^+^CD16^−^CD206^high^CD64^+^ macrophages (P3) resembling murine resident ATMs and CD14^+^CD16^+^CD206^low^CD64^low^ ATMs (P2), which appeared to be transitioning from CD16^+^CD14^−^ monocytes (P1) (Fig. S3a). Both ATM populations expressed Tim4 in visceral and subcutaneous ATs (Fig. S3a–c). Taken together, our results demonstrate that Tim4^+^ ATMs are resident in AT of mice and humans where they display a metabolically active profile.

**Fig. 4:**
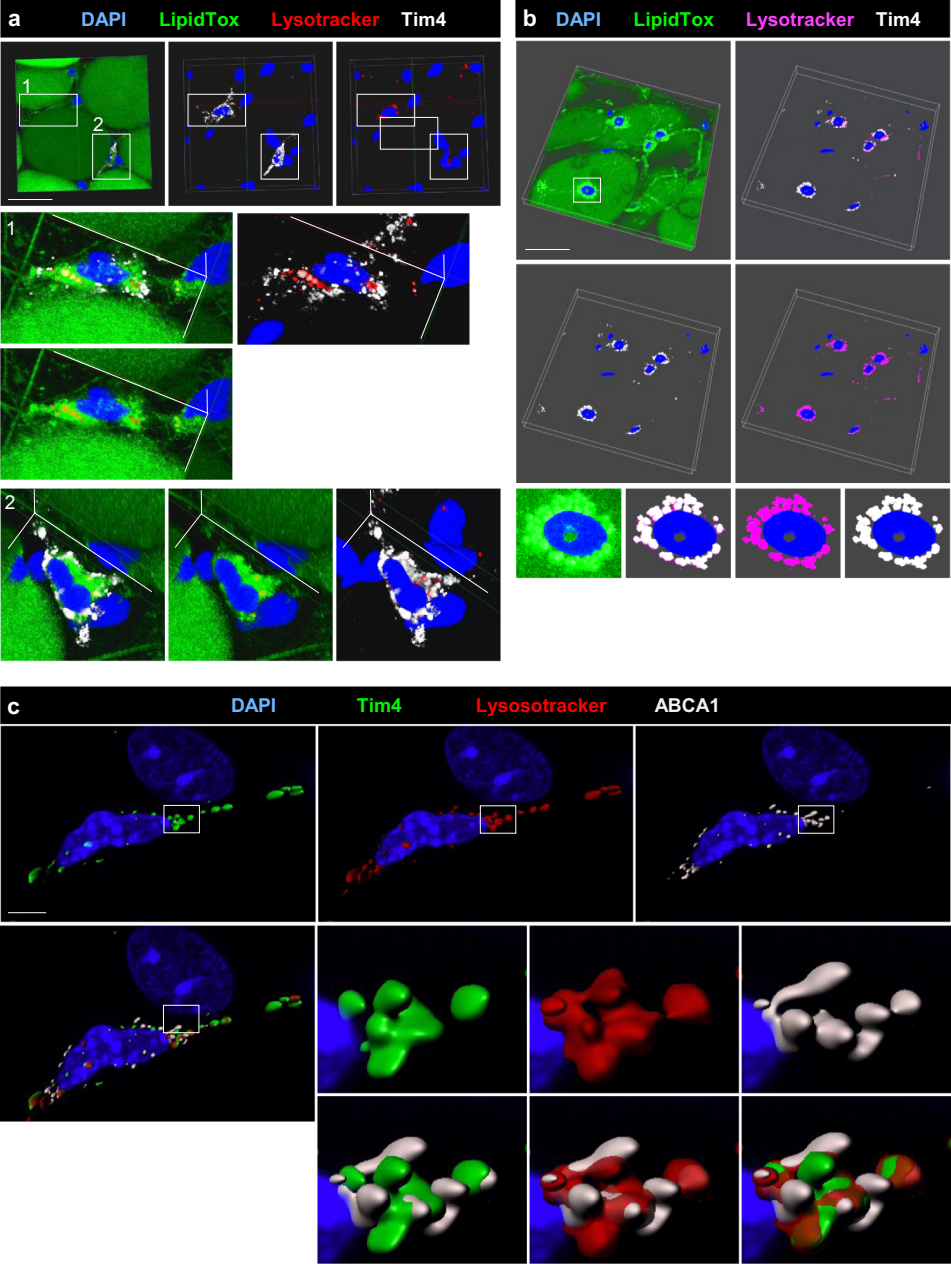
Tim4 is closely associated with the lysosomes in murine and human ATMs. **a** Confocal imaging and 3D reconstruction of wholemount murine epididymal AT immunofluorescence staining with DAPI (blue), LipidTox green, lysotracker (red), and Tim4 (white). Clipped view showing Tim4^+^ ATMs found inside the AT are shown in enlargement 1 and 2. Staining representative of *n* = 8 mice in 2 independent experiments. **b** Confocal imaging and 3D reconstruction of wholemount immunofluorescence staining of human omental AT with DAPI (blue), LipidTox (green), lysotracker (magenta), and Tim4 (white). Enlargement of Tim4^+^ ATM is shown on the last line of the panel. Staining representative of *n* = 4 patients. Scale bar 50 μm. **c** Confocal imaging and 3D reconstruction (IMARIS Software) of wholemount murine epididymal AT immunofluorescence staining with DAPI (blue), Tim4 (green), lysotracker (red), and ABCA1 (white). Enlargement are shown on the six images on the lower right-hand side of the panel. Staining representative of *n* = 4 mice in 2 independent experiments, Scale bar 4 μm.

In mice, the expression of ABCA1 was concentrated in some areas of the cytoplasmic membrane or intra-cellular membranes that were in contact with lysosomes and Tim4 but did not directly colocalize with these (Fig. 4c). Taken together, these results suggest a close association between Tim4, the processing of lipids in lysosomes, and ABCA1-mediated cholesterol efflux.

### Lyve1^+^Tim4^+^ ATMs show rapid transcriptional adaptation following ingestion of HFD

We next assessed the effect of ingestion of lipids on the transcriptome of the identified clusters. 

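Cluster 4 held 20.3% of the 2312 CD cells in the further clustering (18.7 to 22.0%) and 35.4% of the 1179 HFD cells (32.6 to 38.2%), a difference of 15.0 percentage points (11.8 to 18.3). With clusters of few genes kept, the alternative that moved it most, the difference was 7.90 points (5.18 to 10.6). Cluster 5 held 0.908% of CD cells (0.563 to 1.39%) and 4.07% of HFD cells (3.02 to 5.36%), a difference of 3.16 points (2.01 to 4.50). Its difference ran from 1.48 to 7.94 points over 9 alternatives. Of the cells that passed the quality filters, 40.8% in the HFD library and 2.20% in the CD library were not among the cells counted here.

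**Figure D2:**
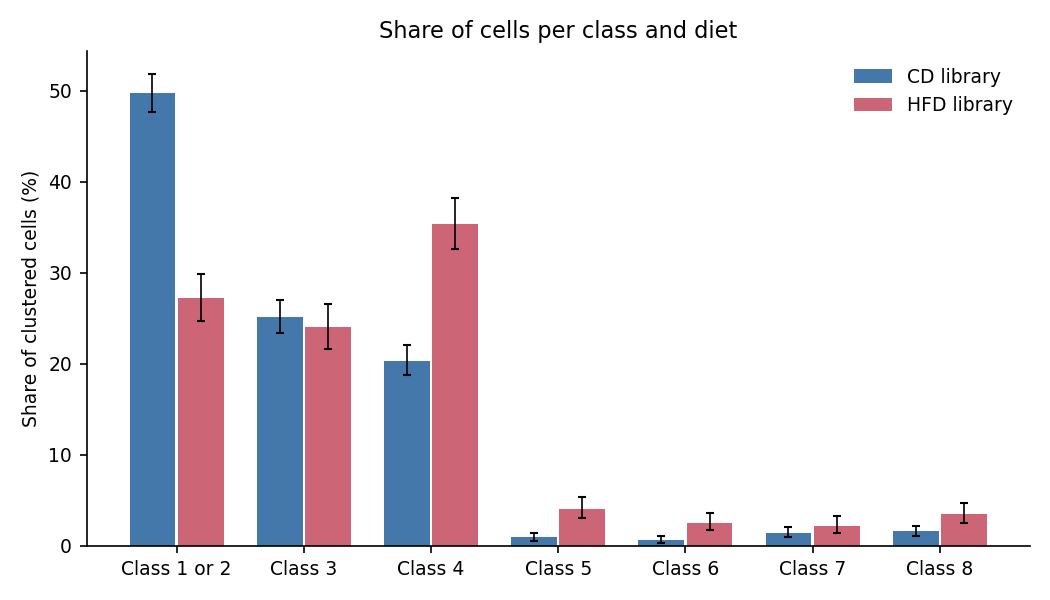
Share of the clustered cells of each library in each cluster, in percent, for the CD library (2312 cells) and the HFD library (1179 cells), with 95% exact binomial intervals for counting error only. Bars of Clusters 4 and 5 are higher in the HFD library and the bar of Cluster 1 or 2 is lower.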

Overnight HFD feeding led to an increase in the proportions of Cluster 5, which represents 1.8% of all ATMs from CD and 7.8% after HFD, and Cluster 4, which represents 18% of all ATMs from CD and 26% after HFD (Fig. 1c). These clusters correspond to the most recent ATMs, which suggest that overnight HFD feeding increased recruitment of monocyte-derived ATMs. However, this was not yet reflected by an increase in the percentage of F4/80^low^ ATMs that encompass Clusters 4, 5, 7, and 8 (Fig. S2e). The effect of HFD on ATM recruitment can be seen as early as 3 days^43^, thus supporting the idea that a high fat meal is sufficient to impact the composition of the ATM compartment.

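The libraries were compared within a cluster by the log2 ratio of HFD over CD, and the 5 genes with the highest and the 5 with the lowest ratio were taken among genes with at least 100 UMIs in the cluster, a log2 ratio of at least 1 in size and 1 direction under every alternative. In Cluster 1 or 2, the highest were *Clec4d* at 4.42 (3.66 to 5.27, from 116 HFD and 16 CD UMIs), *Gm10076* at 3.21, *Rgs1* at 2.90, *Clec4e* at 2.39 and *Fcgr4* at 2.34. The lowest were *Birc5* at -3.51 (-5.81 to -1.92), *Ccl8* at -2.81, *Hbb-bs* at -2.34, *Calml4* at -2.29 and *Hpse* at -2.05. In Cluster 3, the highest were *Gm10076* at 3.56, *Mucl1* at 1.66, *Plin2* at 1.58, *Nme2* at 1.29 and *Mt2* at 1.24, and the lowest *Cbr2* at -3.71, *Cd209d* at -3.33, *Rcn3* at -2.94, *Cd209g* at -2.86 and *Lyve1* at -2.76. In Cluster 4, the highest were *Gm10076* at 3.49, *Rnase2a* at 2.73, *Clec4d* at 2.69, *Thbs1* at 2.29 and *Hist2h2aa1* at 2.28, and the lowest *Stmn1* at -2.82, *Top2a* at -2.64, *Cbr2* at -2.60, *Ccl8* at -2.59 and *Aif1* at -2.24. *Clec4d*, *Fcgr4*, *Aif1*, *Cbr2*, *Rcn3*, *Cd209g*, *Birc5*, *Stmn1*, *Top2a* and *Hbb-bs* were among the marker genes used to name cells. *Gm10076* is a lincRNA on chromosome 14 from 105681828 to 105682211, and reads shared with other genes were not tested for. Of the 61 genes named by the paper with a ratio in Cluster 1 or 2, 33 were higher and 28 lower in the HFD library. In Cluster 3 these were 25 and 34 of 59 genes, and in Cluster 4 they were 29 and 33 of 62 genes.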

Analysis of DEGs between mice kept on CD and mice fed overnight with HFD revealed 20 and 40 DEGs in Clusters 1–4, respectively, and only a limited or null number of DEGs in Cluster 5–8 (Fig. 5a and Data file S3). Pathway analysis on the DEGs induced by the overnight HFD for Clusters 1–4 revealed a unique enrichment in terms associated with lipid response, intra-cellular signaling, and cell metabolism in Lyve1^+^Tim4^+^ ATMs (Cluster 1) compared to all other ATM clusters, suggesting that Cluster 1 was readily adapting to increased post-prandial lipid circulation (Fig. 5b and Data files S3 and S4). 

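In Cluster 1 or 2, *Abca1* was higher in the HFD library than in the CD library by a log2 ratio of 0.58 (0.41 to 0.74). The ratio of *Abca1* stayed above 0 under 15 alternatives, and leaving the genes that differed between the libraries out of the clustering moved it most, to 0.062. *Cd36* had a log2 ratio of 0.59 (0.53 to 0.66). *Hspa1a*, on chromosome 17 from 34969190 to 34972156, rose from 515 CPM in the CD library to 1144 CPM in the HFD library, a log2 ratio of 1.15 (1.06 to 1.24). *Malat1*, a lincRNA on chromosome 19 from 5795690 to 5802672, rose from 27679 CPM to 42515 CPM, a log2 ratio of 0.62 (0.61 to 0.63). In cells matched between the libraries on UMIs and mitochondrial share (302 cells in each), the log2 ratio was 0.73 (0.47 to 1.00) for *Abca1*, 0.52 for *Cd36*, 0.82 for *Hspa1a* and 0.34 (0.32 to 0.36) for *Malat1*. In Cluster 1 by itself, which 5 alternatives separated from Cluster 2, the ratio of *Abca1* ran from 0.22 (-0.021 to 0.46) to 0.88 (0.62 to 1.14). The interval of the lowest of these ratios held 0. This lowest ratio came from the clustering without dissociation and heat shock genes. Its Cluster 1 held *Lyz1* at 2464 CPM (CD) and 4894 CPM (HFD), against 364 and 863 CPM in Cluster 1 or 2. It may thus have held cells of other clusters. In Cluster 4, the log2 ratio was 0.24 (-0.26 to 0.75) for *Abca1*, 0.77 (0.64 to 0.89) for *Cd36*, 1.09 (0.92 to 1.26) for *Hspa1a* and 0.30 for *Malat1*. In Cluster 3, it was 0.26 (-0.39 to 0.90) for *Abca1*, 0.17 (-0.07 to 0.40) for *Cd36*, 0.63 for *Hspa1a* and 0.23 for *Malat1*, and *Hspa1a* and *Malat1* changed sign there under 1 alternative each. The differences between clusters in these ratios were not tested.

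**Figure D3:**
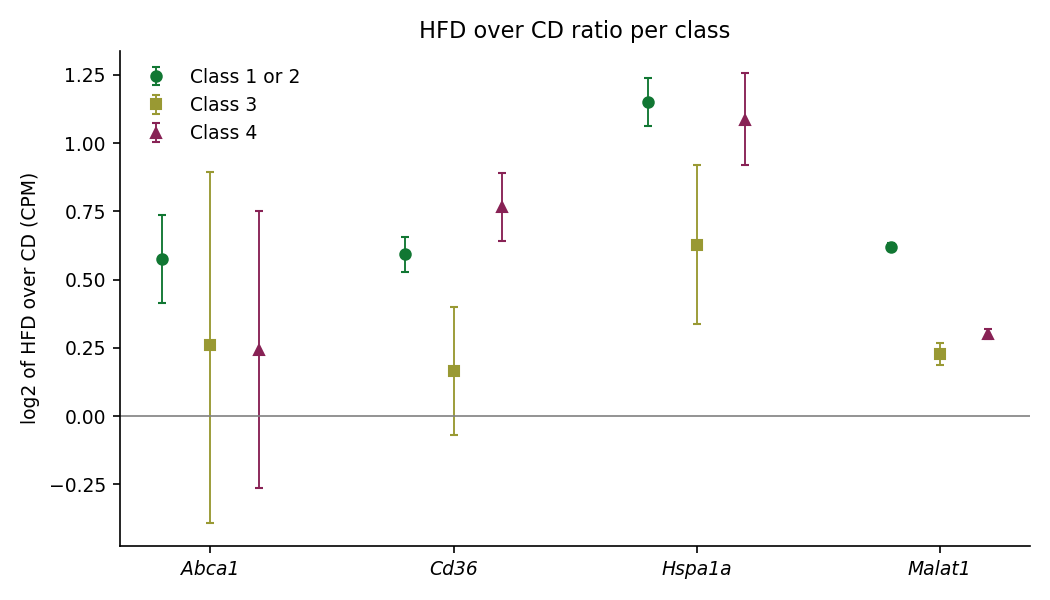
Log2 ratio of HFD over CD for *Abca1*, *Cd36*, *Hspa1a* and *Malat1* in Cluster 1 or 2, Cluster 3 and Cluster 4, with 95% intervals for counting error only. All 4 ratios lie above 0 in Cluster 1 or 2, and the intervals of *Abca1* reach below 0 in Clusters 3 and 4.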

*Abca1*, *Cd36*, *Hspa1a* (*Hsp70*), and *Malat1* were among the DEGs showing increased expression in HFD vs CD in this cluster. HSPA1a and *Malat1* have both been shown to regulate *Abca1* expression^44,45^. *Nr1h3* was not upregulated in Cluster 1, suggesting that the upregulation of *Abca1* and the lipid response induced in Lyve1^+^Tim4^+^ ATMs following exposure to excess lipids differed from the LXR-dependent expression of ABCA1 induced in response to increased cellular cholesterol^39,40^ and as shown here by LAMs in Cluster 8 (Fig. 5c).

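The log2 ratio of HFD over CD for *Nr1h3* in Cluster 1 or 2 was 1.39 (0.32 to 2.45), from 16 HFD and 18 CD UMIs in 543 and 1073 cells. It ran from 0.93 to 2.07 over 15 alternatives, and from 0.38 (-2.84 to 2.57) to 1.24 (-0.87 to 2.99) in the 5 alternatives that gave Cluster 1 by itself, where each interval held 0. After thinning to 800 UMIs, 0.738% of HFD cells and 0.280% of CD cells of this cluster held a UMI of *Nr1h3*, against 2.58% and 1.58% before thinning, and 0.481% of HFD cells and 0% of CD cells of Cluster 4 did. From an increase of *Abca1* without an increase of *Nr1h3* in Cluster 1, the paper proposes that the response of these ATMs to lipids differed from LXR-dependent expression of ABCA1.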

**Fig. 5:**
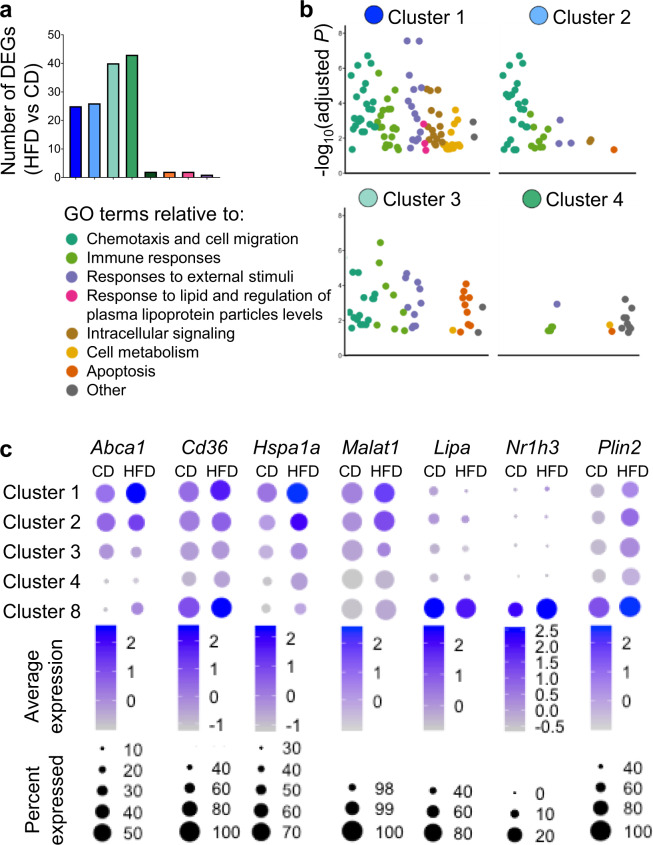
Rapid metabolic adaptation of Lyve1^+^Tim4^+^ ATMs to HFD ingestion. **a** Bar graph showing the number of DEGs between HFD and CD in the 8 ATM clusters. **b** Pathway analysis on DEGs induced in ATMs from Cluster 1 to Cluster 4 from mice fed overnight with HFD compared to mice kept on CD. Scatter plots show gene ontology (GO) terms categorized per color into families for Cluster 1 to Cluster 4. **c** Density plots showing average gene expression and percentage of cells expressing gene in Clusters 1, 2, 3, 4, and 8 in mice kept on CD and mice fed overnight with HFD.

### Tim4 regulates post-prandial cholesterol transport

GWAS have highlighted a correlation  between *TIMD4* and blood cholesterol in various human cohorts^26,27^. To test the hypothesis that Tim4 regulates circulating cholesterol levels in the blood, we blocked Tim4, using an anti-Tim4 Ig (RMT4-54), in mice fed HFD overnight. As a control, we injected an isotype Ig or chloroquine, which blocks lysosomal function (Fig. 6a). Flow cytometric analysis using fluorescently labeled anti-Tim4 (RMT4-54) showed loss of Tim4 staining on F4/80^high^ ATMs and an increase in the relative frequency of F4/80^high^Tim4^−^ ATMs, indicating that Tim4 was successfully blocked on ATMs and these were not depleted by in vivo antibody treatment (Fig. 6b). As expected, ingestion of HFD led to a rise in post-prandial circulating non-esterified free fatty acid (NEFA) and total cholesterol compared to CD (Fig. 6c, d). Increased post-prandial NEFA was independent of Tim4 and chloroquine (Fig. 6c). However, blockade of Tim4 or injection of chloroquine reduced the amount of circulating total cholesterol in mice fed HFD compared to controls that had received Ig, achieving an 87% inhibition in the elevation of post-prandial total cholesterol levels induced by the ingestion of HFD (Fig. 6d). Ingestion of HFD led to an increase in circulating HDLc and non-HDLc, evaluated as total cholesterol minus HDLc. Tim4 blockade specifically abrogated the release of HDLc, similarly to chloroquine and had no effect on non-HDLc (Fig. 6d). Ingestion of lipids induces a transient raise in circulating TG levels, which normalize in a couple of hours. At the time of cull, the levels of circulating TG were not elevated in mice fed a HFD overnight compared to mice kept on CD, indicating that TG levels had already normalized (Fig. 6e). Collectively, these results indicated that Tim4 was involved in the generation of post-prandial HDLc following the ingestion of HFD, implicating Tim4^+^ macrophages in activation of the reverse cholesterol pathway following ingestion of a lipid-rich meal.

**Fig. 6:**
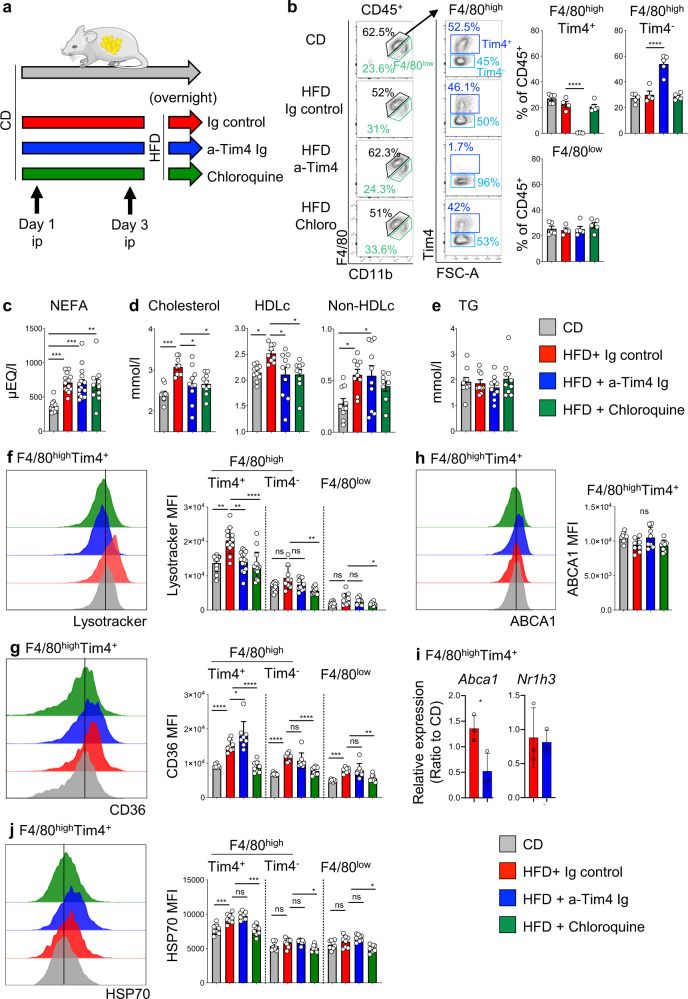
Blocking Tim4 impairs post-prandial cholesterol metabolism. **a** Mice were kept on CD or fed with HFD overnight. Mice fed HFD were injected i.p. with Ig control or blocking anti-Tim4 Ig or chloroquine, 72 h and on the day prior to the overnight HFD. **b** Flow cytometric analysis on ATMs showing F4/80^high^Tim4^+^, F4/80^high^Tim4^−^, and F4/80^low^ ATM populations and quantification of their relative proportions in mice kept on CD (gray bar) and mice fed overnight with HFD and injected with Ig control (red), anti-Tim4 Ig (blue), or chloroquine (green). Data are representative of 2 independent experiments with *n* = 5 mice per groups. **c**–**e** Circulating levels of NEFA (**c**), total cholesterol, HDLc, and non-HDLc (**d**), and TG (**e**) in mice kept on CD (gray bar) and mice fed overnight with HFD and injected with Ig control (red), anti-Tim4 Ig (blue), or chloroquine (green). **f**–**h**, **j** Flow cytometric analysis showing histogram of lysotracker (**f**), CD36 (**g**), ABCA1 (**h**), and HSP70 (**j**) fluorescence intensity in F4/80^high^Tim4^+^ ATMs and quantification of MFI in the indicated ATM populations from mice kept on CD (gray bar) and mice fed overnight with HFD and injected with Ig control (red), anti-Tim4 Ig (blue), or chloroquine (green). To allow detection of Tim4 in mice receiving anti-Tim4 Ig, Tim4 was detected using rat anti-Tim4 Ig plus secondary anti-Rat Ig-647. Data are pooled from *n* = 8–15 mice per group from 2 to 3 independent experiments. **i** Ratio of relative amounts of *Abca1* and *Nr1h3* expressed by F4/80^high^Tim4^+^ ATMs isolated from mice kept on CD or fed with HFD overnight and treated with Ig control or blocking anti-Tim4 Ig as in (**a**). Data are pooled from *n* = 3 biological replicates per group. Error bars show SEM. Kruskal–Wallis test with Dunn’s multiple comparisons test or ANOVA with Sidak’s multiple comparisons test were applied after assessing normality using D’Agostino and Pearson Normality test (**b**–**h**, **j**). Two-tailed Student’s *T* test was applied in (**i**). Significant differences are indicated by *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001, ns = non-significant.

### Tim4 regulates post-prandial increase in ATM lysosomal function

Flow cytometric analysis of ATMs showed that ingestion of HFD led to increase in lysosomal content of F4/80^high^Tim4^+^ ATMs as shown by increased MFI of lysotracker in this ATM population in mice fed HFD compared to mice kept on CD (Fig. 6f). To allow detection of Tim4 in mice receiving anti-Tim4 Ig, Tim4 was detected using rat anti-Tim4 Ig plus secondary anti-Rat Ig-647. Increased lysosomal content was only seen in F4/80^high^Tim4^+^ ATMs and not in F4/80^high^Tim4^−^ and F4/80^low^ ATM populations, implying that lipid ingestion was specifically activating lysosomal function in F4/80^high^Tim4^+^ ATMs. Increased lysosomal content following HFD was dependent on Tim4 and blocked by chloroquine, arguing a critical role for Tim4 in increasing lysosomal function following HFD feeding (Fig. 6f).

HFD feeding led to a marked increase in the membrane expression of CD36 on all ATM subsets (Fig. 6g), in agreement with the scRNA-seq data, indicating that ATMs rapidly increase their capacity to uptake lipids upon high fat feeding (Fig. 5c). Intriguingly, the increase in CD36 expression on F4/80^high^Tim4^+^ ATMs was potentiated by anti-Tim4 blockade. It is possible that Tim4 blockade limits the internalization of CD36 induced by increased processing of lipids following HFD feeding. The rise in membrane expression of CD36 after HFD was inhibited by chloroquine. This may indicate that increased lipid processing in lysosomes induces a raise in expression of *Cd36* and/or that lysosomes directly regulate the cellular trafficking of CD36 to the membrane. We tested in vitro the role of CD36 in the uptake of lipid particles by F4/80^high^Tim4^+^ ATMs using LDL-BODIPY. CD36 blockade abrogated LDL uptake by F4/80^high^Tim4^+^ ATMs. In contrast, Tim4 blockade did not prevent LDL uptake but did inhibit increase in lysosomal content induced by LDL. We confirmed by flow cytometry using Annexin V that the lipoprotein particles LDL and chylomicrons were covered with phosphatidylserine, indicating that the interaction phosphatidylserine/Tim4 may mediate their trafficking to the lysosomes (Fig. S5c). Taken together, these results indicate that CD36 is critical for LDL uptake and that Tim4 activates lysosomal processing following LDL uptake (Fig. S5a).

Since HFD feeding led to higher *Abca1* expression in F4/80^high^Tim4^+^ ATMs, we analyzed membrane expression of ABCA1 by flow cytometry. We found that membrane ABCA1 was not increased by HFD feeding and was not altered by Tim4 blockade nor chloroquine (Fig. 6h), indicating that the presence of raised levels of *Abca1* transcripts do not lead to higher membrane expression of ABCA1. However, analysis of *Abca1* expression in cell-sorted F4/80^high^Tim4^+^ ATMs confirmed that HFD led to increased *Abca1* expression and revealed that this was dependent on Tim4 as *Abca1* expression was decreased by Tim4 blockade (Fig. 6i). Analysis of the expression of *Nr1h3* in cell-sorted F4/80^high^Tim4^+^ ATMs showed that HFD feeding did not lead to increased expression of *Nr1h3*, whose expression remained very low (ΔCt > 6 for *Nr1h3* compared to ΔCt ~ 1 for *Abca1*) confirming that NR1H3 does not regulate *Abca1* expression in this ATM population (Fig. 6i).

Finally, we confirmed by flow cytometric analysis that overnight HFD feeding led to increased intra-cellular HSP70 expression by F4/80^high^Tim4^+^ ATMs. This increase was not affected by Tim4 blockade but was inhibited by chloroquine (Fig. 6j). Taken together, these results indicate that overnight HFD feeding leads to a rapid increase in CD36 expression and lysosomal content in F4/80^high^Tim4^+^ ATMs, expanding their capacity to uptake and process lipids. While Tim4 is not required to potentiate CD36 and HSP70 expression, it is critical to increase F4/80^high^Tim4^+^ ATM lysosomal function after HFD feeding.

### Tim4^+^ liver Kupffer cells and peritoneal cavity macrophages are not required for increased circulating post-prandial HDLc

Tim4 is expressed by resident macrophages of almost all tissues^28,29^ and therefore the effects of Tim4 blockade on HDLc could reflect effects on other Tim4^+^ macrophages. In particular, liver Kupffer cells and peritoneal macrophages represent two important reservoirs of Tim4^+^ resident macrophages and so we first compared the lysosomal content of Tim4^+^ ATMs with Tim4^+^ Kupffer cells and Tim4^+^ resident peritoneal cavity macrophages. In mice kept on control diet, we found that Tim4^+^ ATMs had a higher lysosomal content than Tim4^+^ Kupffer cells and Tim4^+^ peritoneal macrophages, suggesting that Tim4^+^ ATMs had a higher metabolic activity (Fig. 7a). ABCA1 membrane expression mirrored the lysosomal content of these cell types, with highest expression in ATMs and lowest expression in Kupffer cells and peritoneal macrophages (Fig. 7b). In resident peritoneal macrophages, which can be subdivided as Tim4^+^ and Tim4^−^ ^37^, expression of ABCA1 was markedly lower in Tim4^−^ macrophages, suggesting that expression of ABCA1 is linked to Tim4 (Fig. S5D). Next, we used clodronate liposome-mediated cell depletion to rule out a role for Tim4^+^ macrophages in liver and peritoneal cavity in mediating the effects of anti-Tim4 blockade. We found that Tim4^+^ Kupffer cells and peritoneal macrophages were very efficiently depleted by intraperitoneal (i.p.) delivery of clodronate liposomes. However, Tim4^+^ ATMs were only partially depleted (~40%; Fig. 7c, d). To test whether Tim4^+^ Kupffer cells and Tim4^+^ large peritoneal macrophages were required to raise the levels of post-prandial cholesterol following ingestion of HFD, mice received one i.p. injection of clodronate liposomes 24 h prior to being given HFD overnight (Fig. 7e). As expected, ingestion of HFD led to increased levels of circulating NEFA, which was not affected by injection of clodronate liposomes (Fig. 7f). In addition, injection of clodronate liposomes did not impair the rise in the levels of post-prandial circulating total cholesterol and HDLc following ingestion of HFD, in support of a minor role for peritoneal macrophages and Kupffer cells in the regulation of post-prandial cholesterol levels (Fig. 7g). As in the previous experiment, the levels of TG were unchanged (Fig. 7h). Taken together, these results suggest that other resident Tim4^+^ macrophages such as Tim4^+^ ATMs, that are only partially depleted by clodronate liposomes, are sufficient to raise post-prandial HDLc levels after ingestion of HFD.

**Fig. 7:**
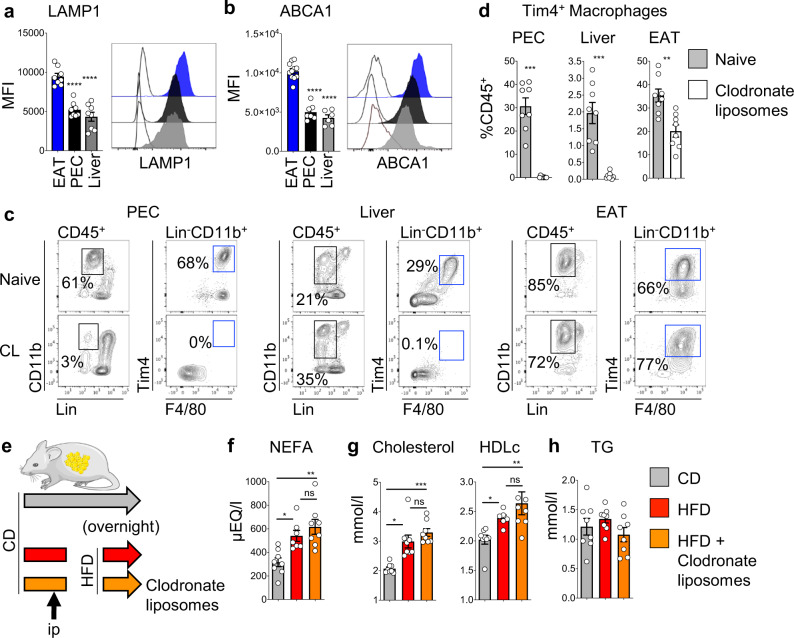
Depletion of liver and peritoneal macrophages does not alter post-prandial cholesterol metabolism. **a**, **b** Quantification of lysotracker (**a**) and ABCA1 (**b**) mean fluorescence intensity (MFI) and representative histogram of the fluorescence intensity for Tim4^+^ macrophages in the epididymal AT (EAT), peritoneal cavity exudate cells (PEC), and liver (gating shown in **c**). **c**, **d** Flow cytometric analysis showing gating strategy (**c**) used to quantify the percentage of Tim4^+^ macrophages (**d**) present in the PEC, liver, and EAT of naive mice (gray bar) and mice that received clodronate liposomes 24 h prior to analysis (white bar). Data are pooled from *n* = 8 mice per group from 2 independent experiments. **e** Mice were kept on chow diet or fed with a HFD overnight. One group of mice fed a HFD were injected i.p. with clodronate liposomes 24 h prior to the overnight HFD. **f**–**h** Circulating levels of NEFA (**f**), total cholesterol and HDLc (**g**), and TG (**h**) in mice kept on CD (gray bar), mice fed overnight with HFD (red bar), and mice fed overnight with HFD and injected with clodronate liposomes (orange). Data are pooled from *n* = 7 or 8 mice per group from 2 independent experiments. Error bars show SEM. Kruskal–Wallis test with Dunn’s multiple comparisons test or ANOVA with Sidak’s multiple comparisons test were applied after assessing normality using D’Agostino and Pearson Normality test. Significant differences are indicated by *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001, ns = non-significant.

## Discussion

AT is an ever-changing niche, adapting to food intake and fluctuation in energy needs. In this study, we focused on defining the role of resident ATMs in lean mice challenged with a high-fat meal. Using scRNA-seq, we demonstrated that AT residency is associated in ATMs with the expression of Lyve1, Tim4, and ABCA1 and the acquisition of high endocytic and lysosomal capacity. Challenge with a high-fat meal led to specific transcriptional activation of resident ATMs characterized with increased *Abca1* expression and lysosomal function. Blocking Tim4 led to inhibition of lysosomal function in ATMs as well as dysregulation of post-prandial cholesterol transport, with decreased levels of circulating HDLc. We ruled out a role for liver Kupffer cells and peritoneal macrophages, two important reservoirs of Tim4^+^ resident macrophages, using clodronate liposomes. We thus propose a model whereby, after ingestion of lipids, Tim4^+^ Lyve1^+^ resident ATMs allow the reverse transport of cholesterol to HDL, recycling post-prandial cholesterol from chylomicron remnants. Tim4 links CD36-mediated uptake of phosphatidylserine-covered lipoprotein to lysosomal processing and induces increased *Abca1* expression. By facilitating in situ and in real time reverse cholesterol transport, resident ATMs limit the circulation of chylomicron remnants, which are potentially harmful (Fig. 8).

**Fig. 8:**
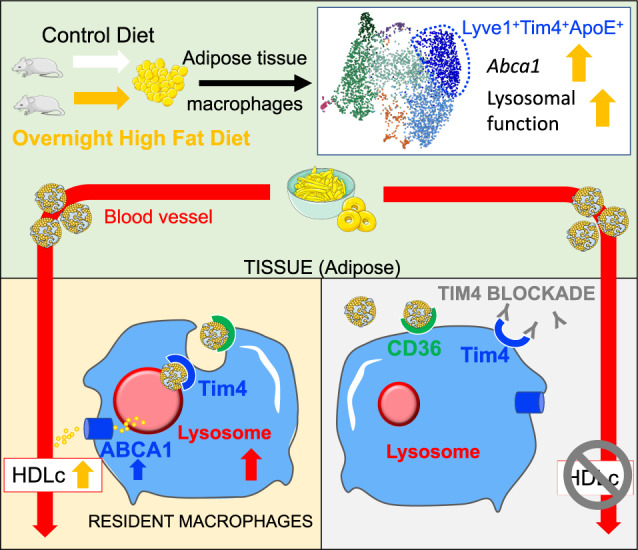
Tim4 links regulation of post-prandial cholesterol transport and ABCA1^+^ ATM metabolism. A high-fat diet (HFD) meal leads to increase in *Abca1* expression and lysosomal function in Tim4^+^ resident adipose tissue macrophages (ATMs). CD36 mediates lipoprotein particle uptake by ATMs, and Tim4 is required for lysosomal activation following uptake. Blocking Tim4 prevents lysosomal activation in ATMs and inhibits post-prandial HDLc release.

While we could rule out a role for liver macrophages in the regulation of post-prandial cholesterol transport using clodronate liposomes, our results did not allow us to quantify the relative importance of Tim4^+^Lyve1^+^ resident macrophages of the AT compared to other tissues in the  regulation of post-prandial HDLc. The existence of Lyve1^high^ MHCII^low^ resident macrophages has been reported in all tissues, and their frequency seems to be dependent on tissue type^22,25,28,32,46^. Further studies will investigate ABCA1 expression and the metabolic profile of these resident macrophages in various tissues. Expression of ABCA1 on resident macrophages is probably differentially regulated depending on tissue type and the ability of this tissue to induce the release of FAs from chylomicrons. AT represents a major site for processing and storage of dietary lipids suggesting that tissues which induce the largest release of TG from chylomicrons are associated with a resident population of macrophages specializing in the initiation of reverse cholesterol transport via HDL.

Studies showed that reverse cholesterol transport in macrophages is dependent on LXRα, which is induced by excess cholesterol in cells^39,40^. Here we found that ATMs do not express *Nr1h3* which suggests that the mechanism controlling *Abca1* expression in ATMs is different and may be regulated by Tim4 as our Tim4 blockade experiment in mice fed overnight HFD suggests. Tim4^+^ ATMs express *Klf4*, HSP70, and Malat-1, which have been linked to *Abca1* expression and reverse cholesterol transport. Another intriguing finding is that resident ATMs do not express *Lipa*, which allows the digestion of cholesterol ester accumulated in lipid droplets in macrophages. However, regulation of post-prandial HDLc levels was inhibited by chloroquine, an inhibitor of lysosome function, and confocal microscopy showed a close association between Tim4, neutral lipids, and lysosomes, indicating that the process was dependent on lysosomes. In tumor-associated macrophages, Tim4 was shown to be dispensable for the uptake of apoptotic tumor cells but to be critical for lysosomal activation and the degradation of ingested tumor cells^47^. Our in vitro experiments indicate that, in ATMs, a similar mechanism is involved in the transport of cholesterol-rich lipoprotein particles, whose uptake is dependent on CD36 and their transport to the lysosomes mediated by Tim4. The fact that ABCA1 was concentrated in some membrane areas in contact with lysosomes and Tim4 could suggest that, in Tim4^+^ ATMs, a mechanism enables excess cholesterol from cholesterol-rich lipoprotein particles to be transferred from lysosomes to the cytoplasmic membrane and ABCA1 for export. Further studies are required to dissect the molecular mechanisms involved in the regulation of *Abca1* expression and cholesterol efflux in resident ATMs.

GWAS identified genetic variants of *Timd4* associated with dyslipidemia. Here we provide a potential physiological mechanism to explain this association. Experimental blockade of Tim4 in *Ldlr*^*−/−*^ mice was shown to worsen atherosclerosis. Tim4 blockade led to decreased efferocytosis and increased T cell activation but had no influence on circulating cholesterol levels^48^. However, *Ldlr*^*−/−*^ mice are highly dyslipidemic with 1000 mg/dl (~55.5 mmol/l) of circulating cholesterol compared to the WT mice used in our study with a circulating cholesterol level of 2.5 mmol/l. It is likely that the pronounced dyslipidemia associated with *Ldlr*^*−/−*^ mice masked the effect of Tim4 on regulation of cholesterol levels. Contrary to mice, which have a circulating lipoprotein profile dominant in HDLc, humans have a LDLc dominant profile and are prone to atherosclerosis^49^. Future work is thus required to determine whether the function of Tim4 and ATM macrophages on the regulation of post-prandial cholesterol can be leveraged to raise HDLc levels in humans. Since the Framingham Heart Study in the 1960s, which was the first to report the strong inverse association between cardiovascular risk and plasma HDLc, the therapeutic potential of raising HDLc levels has been lessened by the failure of clinical studies to show that raising HDLc levels improves cardiovascular disease outcome. However, it has become apparent that HDLc levels do not necessarily reflect efficacy of reverse cholesterol transport^7–9^. Our study highlights the importance of understanding the dynamics of cholesterol transport following meals and the role of tissue macrophages in this process. Further studies may uncover new pathways that could be targeted to modulate the efficacy of reverse cholesterol transport for the treatment and prevention of cardiovascular diseases.

## Methods

### Design

We performed phenotypic, transcriptomic, and functional analysis of ATMs macrophages from mice kept on CD and mice given HFD overnight to characterize resident ATMs and the changes induced by a high fat meal. We used tissue-protected BM chimeric mice to assess the replenishment kinetics of ATMs in lean and obese mice. We assess the role of Tim4 and lysosomal function in the regulation of post-prandial cholesterol levels using blocking anti-Tim4 Ig and chloroquine in mice given HFD overnight. To assess the requirement of liver and peritoneal macrophages in the regulation of post-prandial cholesterol level, we used i.p. clodronate liposomes. The number of experiments performed is indicated in each figure legend.

### Animals

All experiments were done in compliance with all relevant ethical regulations under a project license granted by the UK Home Office and were approved by the University of Edinburgh Animal Welfare and Ethical Review Board. All individual experimental protocols were approved by a named veterinarian surgeon prior to the start of the experiment. Experiments were performed using male C57BL/6 (C57BL/6JOlaHsd) aged 8–12 weeks. All animals were bred and housed at 22–23 °C on a 12-h light/dark cycle with free access to water and food under specific pathogen-free conditions at the University of Edinburgh Animal Facilities.

Mice were kept on control diet (11 kcal%Fat and corn starch, Research diet, D12328i). For overnight high fat feeding, mice were given HFD (58Kcal%Fat and sucrose, Research diet, D12331i) at 4 p.m. and were culled the next morning at 9 a.m. For Tim4 blocking, mice were i.p. injected, 72 h and on the day prior to the overnight HFD, with 100 μl of phosphate-buffered saline (PBS) containing either 200 μg of anti-Tim4 IgG2a (clone RMT4-53, Rat IgG2a, BE0171, BioXCell) or 200 μg of rat IgG2a control (BE0089, BioXCell). Mice were injected i.p. with 1 mg of chloroquine (Sigma) in 200 μl of PBS 72 h and on the day prior to the overnight HFD. Mice were injected with 200 μg clodronate liposomes (Liposoma, the Netherlands, https://clodronateliposomes.com) in 200 μl PBS 48 h prior to overnight HFD.

Chimeric mice were generated as described by Bain et al.^37^. Sedated 8-week-old C57BL/6J CD45.1^+^CD45.2^+^ mice were exposed to a single dose of 12 Gy γ-irradiation. Either the upper half of the body or the lower half of the body was exposed to irradiation while a 2-inch lead shield was protecting the lower abdomen in order to preserve AT depots from irradiation. Then mice were given intravenously 2 × 10^6^–5 × 10^6^ BM cells, obtained from CD45.2^+^ C57BL/6J (WT) or *Ccr2*^−/−^ animals. After a minimum of 8 weeks recovery, blood and tissues were collected for flow cytometric analysis. For long-term high fat feeding, mice were kept on HFD (58Kcal%Fat and sucrose, Research diet, D12331i) for 8 weeks.

### Murine tissue preparation

Murine gonadal AT were enzymatically digested with 1 mg/ml Collagenase D (Roche) for 35 min at 37 °C in RPMI 1640 (Sigma) containing 1% fetal bovine serum (Sigma). Peritoneal exudate cells were isolated by flushing murine peritoneal cavities with RPMI 1640 (Sigma). The liver was perfused before dissection with 5 ml of RPMI 1640 (Sigma) injected through the portal vein. The tissue was cut into small pieces and homogenized using the gentleMACS dissociator (Miltenyi) in buffer containing Collagenase 2 (Sigma 0.425 mg/ml), Collagenase D (Roche 0.625 mg/ml), Dispase (Gibco 1 mg/ml), and DNase (Roche 30 µg/ml). After 20-min incubation at 37 °C, the tissue was homogenized further using the dissociator. Red blood cells were lysed using red blood cell lysis buffer (Sigma).

### Human subjects

The human study was done in compliance with all relevant ethical regulations, following approval by the East of Scotland Research Ethics Service REC 1 (15/ES/0094), with all patients providing written informed consent prior to any study procedures. Paired human subcutaneous and visceral AT samples (*n* = 4) were obtained from subjects undergoing elective abdominal surgery at the Royal Infirmary of Edinburgh. Samples were put in PBS on ice and used immediately for the respective experiments.

### Human sample preparation

Human AT was weighed and ±0.500 g of tissue was digested using 2 mg/ml Collagenase I (Worthington) in PBS (Invitrogen/sigma) 2% bovine serum albumin (BSA, Sigma), samples were disrupted using an Octolyser (Miltenyi), incubated at 37 °C with intermittent shaking for 45 min, subjected to a second Octolyser dissociation step, ions were chelated by addition of EDTA (0.5 M, Sigma), samples were filtered through a 100-μm filter (BD), and washed with 20 ml of 2% BSA PBS prior to centrifugation at 1700 rpm for 10 min. The cell pellet was resuspended in 2 ml of PBS 2% BSA for flow cytometric analysis.

### Flow cytometry

Murine cells were stained with LIVE/DEAD (Invitrogen), blocked with mouse serum and anti-murine CD16/32 (clone 2.4G2, Biolegend), and stained for cell surface markers (see Table S1 for a list of antibodies used). Where lysotracker was used, cells were incubated in RPMI with lysotracker (ThermoFisher, 1/2000) for 30 min at 37 °C and washed in fluorescence-activated cell sorting (FACS) buffer prior to staining for surface markers. For LipidTox staining, cells were first fixed in Neutral buffered formalin (NBF; 10%, Sigma), then stained with LipidTox (ThermoFisher, 1/200) for 30 min at room temperature. Human samples were blocked with serum, stained for cell surface markers (see Table S1 for a list of antibodies used), and DAPI was added to the cells prior to acquisition. All samples were acquired using a FACSDiva software 6.3.1, BD Biosciences software, and analyzed with the FlowJo 10 software (Tree Star). For BODIPY LDL uptake experiments, AT cells were preincubated with anti-CD36 IgA (clone CRF D-2712, BD Pharmingen, 22.5 μg/ml) or anti-Tim4 IgG2a (clone RMT4-53, BioXCell, 22.5 μg/ml) or IgG2a control (clone BE0089, BioXCell, 22.5 μg/ml) prior to incubation with BODIPY FM LDL (10 μg/ml, Invitrogen) for 1 h.

### Wholemount immunofluorescence staining and microscopy

Human and mouse omentum samples were first incubated with lysotracker (ThermoFisher, 1/1000) for 30 min at 37 °C. Tissues were then fixed for 1 h on ice in 10% NBF (Sigma) prior to staining at room temperature with primary antibodies and LipidTox (1/100, ThermoFisher) for 2 h in PBS 0.5% BSA 0.5% Triton. Antibodies used are listed in Table S1. After mounting with Fluoromount G, confocal images were acquired using a Leica SP8 laser scanning confocal microscope using the Leica LAS X software. Three-dimensional (3D) reconstruction was created using the LAS-X-3D (Leica) v3.5.7.23225 and IMARIS software (2018).

### Cell sorting and quantitative real-time PCR (qRT-PCR)

Cells were stained for cell surface marker and sorted using a FACS Aria Fusion directly in 350 μl RLP buffer before RNA extraction using the RNeasy Plus Micro Kit (Qiagen) according to the manufacturer’s instruction. Complementary DNA for mRNA analysis was synthesized from total RNA using the High-Capacity RNA-to-cDNA Kit (ThermoFisher). *Abca1* and *Nr1h3* expression was assessed using TaqManGene Expression Assay (Mm00442646_m1 and Mm00443451_m1) by qRT-PCR (Life Technologies) and normalized to glyceraldehyde-3-phosphate dehydrogenase (*Gapdh*, Mm9999995_g1). Means of triplicate reactions were represented for *n* = 3 biological samples per condition.

### Data pre-processing of droplet-based scRNA-seq data

CD45^+^TCRb^−^CD19^−^SiglecF^−^Ly6G^−^CD11b^+^F4/80^+^ ATMs pooled from the epididymal fat pad of three mice kept on CD or pooled from three mice fed HFD overnight were FACS-sorted using a FACS Aria Fusion and processed using the 10× Chromium (10× Genomics) platform following the recommended protocol for the Chromium Single Cell 3’ Reagent Kit. Libraries were run on the NovaSeq S1 for Illumina sequencing. Sequence reads were processed and aligned to the mm10 reference genome (Ensembl 93) using the Cell Ranger v3.0.2 Single-Cell Software Suite from 10× Genomics. Initial quality control (QC) was performed separately for the “CD” and “HFD” conditions, excluding genes if there were expressed in fewer than three cells, and excluding cells based on the following criteria: those expressing <200 or >1.5 times the inter-quartile range more than the upper quantile of genes (*n*, CD = 52, HFD = 47), those with a mitochondrial gene proportion of over 10% of total UMI counts (*n*, CD = 2043, HFD = 1120), or those with a UMI count-to-gene ratio >7 (*n*, CD = 0, HFD = 2). 

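Applied to the deposited counts, the limit on genes per cell left out 52 CD and 48 HFD barcodes, with upper limits of 3513 and 3037.5 genes. The mitochondrial limit of 10% left out 2043 CD barcodes (45.8%) and 1120 HFD barcodes (35.4%), and the UMI-to-gene ratio left out 0 and 2 barcodes. With a mitochondrial limit of 20%, 3287 CD and 2790 HFD cells were kept.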

Gene expression was normalized by cell based on its total expression, before being multiplied by a scale factor of 10,000 and log-transformed. A list of 2000 variable genes were generated using the “vst” method of the *FindVariableFeatures* function in the Seurat R package version 3.1.1^50^. Following these QC steps, transcription profiles of 2364 ATMs for the CD condition and 1994 ATMs for the HFD condition, with a median number of genes per cell of 1633 and 1173, respectively, were obtained.

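The cells kept had a median of 1632.5 genes in the CD library and 1172 genes in the HFD library, with 12281712 and 7698380 UMIs in all and a median mitochondrial share of 4.13% and 3.67%.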

### Sample integration

Samples from the CD and HFD conditions were combined using anchor-based integration as described in ref. ^50^, choosing 10 CCA dimensions for *FindIntegrationAnchors*. Following integration, cells were assigned a cell cycle score using the *CellCycleScoring* function from Seurat. UMI variation, percentage of mitochondrial count variation, and cell cycle were regressed against the corrected normalized data using a linear regression. Residuals from this model were centered and scaled by subtracting the average expression of each gene, followed by dividing by the standard deviation of each gene.

### Dimensionality reduction, clustering, differential expression analysis, and data visualization

The Seurat R package was used to perform all dimensionality reduction, clustering, and differential gene analysis. Shared nearest neighbor clustering was performed on the integrated data using between 1 and 10 principal components (PCs), as determined by the dataset variability shown in the principal component analysis (PCA). The resolution was optimized based on the resulting number of clusters. All differential expression analysis was conducted using a linear regression model on uncorrected normalized data. Conserved differential genes were calculated using the *FindConservedMarkers* function for each cluster individually. Cells from each cluster were compared to all other cells for each test. *FindMarkers* was used to identify DEGs between the Healthy and High Fat cells per cluster. For identification of differential genes between two specific clusters, *FindMarkers* was also utilized using sample (Healthy vs High Fat) as a latent variable. Only genes with at least 0.25 log-fold change and expressed in at least 25% of cells in the evaluating cluster were considered for all tests.

All violin plots, volcano plots, feature plots, UMAPs, and heatmaps were generated using the *Seurat*, *ggplot2*, and *pheatmap* R packages. The sample number of PCs were used for construction of the UMAP as were used previously for clustering. Violin and features plots visualize the uncorrected normalized data. Average fold change and adjusted *P* value from the differential gene expression comparison shown were used for volcano plots. Adjusted *P* values > 1e^−300^ were set to 1e^−300^ for the purposes of plotting. For heatmap generation, the uncorrected data were scaled in the same manner as above, and the resulting uncorrected scaled expression data was used for heatmap visualization.

### Removal of contaminating clusters

Clusters annotated as endothelia (*Pecam1*, *Kdr*, *Flt1*), peritoneal macrophages (*Gata6*), or those with a median number of genes <1000 were excluded from further analysis. 

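With the same limits, the clusters left out of the rebuilt clustering had a median of 1157.5 genes among their CD cells and 671 among their HFD cells. A cluster of 19 cells with peritoneal macrophage markers had a UMI of *Gata6* in 21.1% of its cells, under the limit of 25% used here, and was kept apart under its own name.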

The resulting data were re-integrated, re-scaled, and re-clustered following the same procedure as described above.

### Trajectory inference

Cells coming from mice kept on CD and mice fed overnight HFD were separated and the uncorrected data re-scaled followed by PCA analysis. Lineage inference was performed using a cluster-based minimum spanning tree from the *slingshot* R package^51^ on PCs 1:10. The same cluster annotations used for the integrated data were used in the trajectory inference, with Cluster 5 defined as the starting cluster. Pseudotime values were visualized on previously generated UMAPs containing only cells from CD or HFD condition. A new set of 2000 variable features were identified and regressed on the pseudotime values using a general additive model. Cubic smoothing splines were fitted to the scaled expression of selected top DEGs along the pseudotime trajectory using the *smooth.spline* (df = 3) function from the *stats* R package and were plotted as a heatmap with range clipped from −2 to 2.

### Gene ontology

Pathway analysis was performed for each cluster on the DEGs overexpressed by ATMs from mice on overnight HFD over ATMs from mice kept on CD using g:Profiler. Gene ontology biological process results were categorized into families and ordered sequentially per family using the numerical value of the term identification. Terms were then labeled from 1:*n*, and this sequential numbering used to separate terms on a scatter plot to show −log-adjusted *P* value.

### Statistical analysis

No randomization and no blinding was used for the animal experiments. All data were analyzed using Prism 7 (GraphPad Prism, La Jolla, CA). Statistical tests performed for each dataset are described within the relevant figure legend.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Reporting Summary

## Data Availability

All relevant data are available from the authors upon reasonable request. ScRNA-seq datasets have been deposited at GEO: GSE168278, and the processed scRNA-seq analysis files are provided in Supplementary Data files 1–5. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Role of Tim4 in the regulation of ABCA1+ adipose tissue macrophages and post-prandial cholesterol levels
**Source:** Nat Commun. 2021 Jul 21;12:4434. doi: 10.1038/s41467-021-24684-7
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

Title: Supplementary Data 1

Description: List of conserved DEGs for each cluster

Title: Supplementary Data 2

Description: List of DEGs between cluster 1 and cluster 4.

Title: Supplementary Data 3

Description: List of DEGs between HFD and CD conditions for each cluster.

Title: Supplementary Data 4

Description: List of GOBP terms identified for DEGs between HFD and CD conditions

Title: Supplementary Data 5

Description: List of DEGs between cluster 8 and cluster 4.

How the deposited data were processed for this re-analysis (not part of the article)

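Droplet-based scRNA-seq of epididymal ATMs gave 1 library from 3 pooled CD mice and 1 from 3 pooled HFD mice. The authors deposited counts of UMIs per gene and barcode, made with Cell Ranger 3.0.2 on mm10 with Ensembl release 93, without normalization, and the values in the files are whole numbers. No further filter on barcodes than that of Cell Ranger was found in the files. The CD and HFD libraries were treated as the groups, and no p-value was computed between them, since cells are not replicates.

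The quality filters of the paper were repeated in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. Genes seen in fewer than 3 cells were left out, as were cells with under 200 genes or above the upper quartile plus 1.5 interquartile ranges, over 10% mitochondrial UMIs, or over 7 UMIs per gene. Integration and clustering used Seurat 5.3.0 in R 4.3.3, in place of the paper's Seurat 3.1.1, with 10 dimensions for anchors, 10 principal components and 2000 variable genes per library. The resolution was the lowest that gave at least 8 clusters, 0.35 in each round. After a first round, clusters with a median of under 1000 genes, or with at least 2 of the endothelial markers *Pecam1*, *Kdr* and *Flt1* or the peritoneal marker *Gata6* in 25% of cells, were left out and the rest was integrated again. In the clustering for shares, a first-round cluster of 28 cells with *Pecam1* in 32.1%, *Kdr* in 21.4% and *Flt1* in 17.9% of cells met no rule and was kept, and Cluster 8 there held 9 CD and 4 HFD cells with a UMI of these markers. The 62 genes that the paper names were not used to cluster; they are the genes in its text on single cells or labelled in Figs. 1, 3 and 5, and *Klf2*, *Plin2*, *Lgals3*, *H2-Ab1*, *H2-Aa*, *H2-DMa* and *H2-DMb1* are in figure labels alone. Clustering depended on the order of features and on numerical noise, so features were sorted and the numerical settings fixed; earlier runs with other settings had been seen, and gave other numbers of cells.

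A cluster was named by its score on lists of marker genes from the paper's Supplementary Data 1 without the 62 named genes, with a score of at least 0.3 and a gap of 0.2 to the next name. These limits were set after the clusters of the first run had been seen, as was the use of Cluster 1 or 2 as a combined name. Lists of other cell types (endothelial, peritoneal macrophage, B, T or NK, neutrophil, stromal, adipocyte, mesothelial, erythroid and cycling cells) served to name other clusters. Scrublet's own threshold called few doublets, so, by a rule set after this was seen, in an alternative the barcodes with the highest scores up to the expected rate (3.57% of the 4459 CD barcodes and 2.53% of the 3163 HFD barcodes, 159 and 80) were removed, of which 112 and 62 were among the kept cells (4.74% and 3.11% of them); otherwise doublets were kept.

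Levels were summed UMIs as CPM with exact Poisson intervals, ratios had exact conditional binomial intervals, shares had exact Clopper-Pearson intervals and differences of shares Newcombe intervals, all at 95% and for counting error only. Shares of cells with a UMI were computed after thinning each cell to 800 UMIs. Medians of gene lists (lysosome, endocytosis, phagocytosis, and dissociation and heat shock) were placed among 10000 random lists matched on mean expression. Pseudotime used a minimum spanning tree over cluster centres and, as an alternative, diffusion pseudotime in scanpy 1.11.5 on the cells of the tree's path alone. Positions of genes are from the GENCODE annotation of GRCm38.

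Genes to be named were fixed before the data were examined as the 62 genes the paper names and, in Clusters 1 to 4, the 5 highest and 5 lowest ratios of HFD over CD with at least 100 UMIs and a log2 ratio of at least 1 in size, in 1 direction under every alternative. Single ratios of HFD over CD were printed for a part of the 62 genes, chosen after their values had been seen: *Abca1*, *Cd36*, *Hspa1a*, *Malat1*, *Nr1h3*, *Lyve1*, *Folr2*, *Plin2* and *Lgals3*, and in Cluster 1 or 2 also *Timd4*, *Cd209f*, *Ear2*, *Lyz1* and *Fn1*. The ratio of *Cd209d* in Cluster 3 was printed by the rule for the lowest ratios. The alternatives changed the genes used for clustering, the mitochondrial limit, integration, resolution, clusters of few genes, doublets, the naming unit, the scaling of counts and the depth of cells; 2 alternatives, the reverse order of features and, for shares and for levels in Cluster 8, the removal of cells with a UMI of *Pecam1*, *Kdr* or *Flt1*, were added after seeing the data. On simulated Poisson counts, the model that the intervals assume, 200 genes were changed per cluster. The true ratio lay in 96.0% of intervals for Cluster 1 or 2, 95.9% for Cluster 3 and 95.7% for Cluster 4. This checks the calculation alone, since variation between cells and between mice was not simulated. Slingshot, the pathway analyses and the flow cytometry, chimera, cholesterol and human data of the paper were not analysed here.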

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

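The tests in this part were chosen after the results were seen.

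Cells with peritoneal macrophage markers, a type that the paper left out, held more *Timd4* than the ATM clusters did. The level was 697 CPM (493 to 957, from 38 UMIs in 6 cells) in the CD library and 263 CPM (171 to 389, from 25 UMIs in 13 cells) in the HFD library, against 80.2 and 27.5 CPM in Cluster 1 or 2. Free RNA would bring about the level of Cluster 4, which was 6.11 CPM in the CD library and 2.31 CPM (0.85 to 5.03) in the HFD library, and the lower bound of 170.5 CPM in the HFD cells lies above it, so free RNA does not account for the level. Doublets with ATMs would on average bring no more than about the level of Cluster 1 or 2, 80.2 and 27.5 CPM. The lower bounds of 493 CPM (CD) and 171 CPM (HFD) lie above it, which argues against such doublets as the source of the level. A biological explanation was not tested, since the design names no peritoneal sample. That these cells came from peritoneal fluid may be the reason for their markers (*Prg4* at 1852 and 1929 CPM, *Icam2* at 770.3 and 706 CPM, *Gata6* at 18.3 and 42.2 CPM), and stays a hypothesis.

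Barcodes left out for their mitochondrial share, which the paper did not analyse, held relatively more UMIs of the markers of Cluster 1 than the cells kept. The median log2 ratio of 21 markers was 0.63 in the CD library (2043 barcodes with a median of 896 UMIs, at the 99.7th percentile of matched lists) and 1.25 in the HFD library (1120 barcodes with a median of 739 UMIs, at the 100.0th percentile). Markers of Cluster 2 were also higher, at 0.565 (CD, 98.5th percentile) and 0.844 (HFD, 99.6th). Those of Cluster 5 were at 0.34 (86.5th) and 0.40 (91.6th), and those of Cluster 8 at -0.16 and -0.17. If damaged cells of every cluster alike had been left out with their mix of RNA unchanged, markers of Cluster 4 would lie near the level of the cells kept. Their median ratio was -1.21 in the CD library and -0.93 in the HFD library. The mix may have changed, since *Malat1* was higher by 1.76 (CD) and 1.77 (HFD). Genes of Cluster 1 also differed in the CD library, with *Lyve1* at 0.17, *Folr2* at 0.23 and *Gas6* at 1.45. Damage in every cluster alike is thus not decided by these values. A loss of cells of Cluster 1 or 2 to the mitochondrial limit may follow, as a hypothesis, from these values; whether such cells were more often damaged in dissociation or hold more mitochondrial RNA was not tested. Under the limit of 20%, 3287 CD and 2790 HFD cells were kept.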

How the results depend on the processing

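The tests under the reverse order of the clustering genes and without cells that held a UMI of *Pecam1*, *Kdr* or *Flt1* were chosen after the results were seen, and all other alternatives were set before the data were examined, except that the rule by which doublets were removed was set after Scrublet's own calls had been seen. Of 2341 values of 182 results under alternatives, 1290 stayed within counting error, 1014 moved beyond it and 37 reversed, in 18 results, where a value whose interval excluded 0 changed sign. The 4 ratios of HFD over CD for *Abca1*, *Cd36*, *Hspa1a* and *Malat1* in Cluster 1 or 2 kept their direction under all 15 alternatives, as did the differences in shares of cells, under 9 to 12 alternatives each, and the list medians over Cluster 4, under 15 each. The cause of each change was not tested. Below, ratios are log2 ratios, and CD or HFD in parentheses names the library.

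With the genes that differed between the libraries also left out of the clustering, the ratio of HFD over CD in Cluster 1 or 2 was 0.062 for *Abca1*, 0.34 for *Cd36*, 1.01 for *Hspa1a* and 0.13 for *Malat1*, and -0.014 for *Malat1* in Cluster 3. The ratio over the other clusters was -1.60 (CD) for *Fabp4* in Cluster 1 or 2, 0.26 (CD) for *Lyz1* in Cluster 3, 0.14 (HFD) for *Ear2* in Cluster 3, -0.20 (CD) and -0.58 (HFD) for *Lyz1* in Cluster 5, -0.16 (CD) and -0.18 (HFD) for *Retnla* in Cluster 5, -0.19 (HFD) for *Ear2* in Cluster 5 and 0.70 (HFD) for *Ccr2* in Cluster 6. The list medians over Cluster 4 were 1.15 (CD) and 1.05 (HFD) for endocytosis and 2.87 (HFD) for phagocytosis. Keeping these genes in the clustering used for shares gave other values: the difference in shares was 9.92 points for Cluster 4, 7.94 points for Cluster 5 and -13.2 points for Clusters 1 to 4. Leaving dissociation and heat shock genes out of the clustering gave other values: the ratio of HFD over CD in Cluster 1 or 2 was 0.32 for *Abca1*, 0.41 for *Cd36*, 1.02 for *Hspa1a* and 0.44 for *Malat1*, and -0.061 for *Hspa1a* in Cluster 3. In Cluster 1 alone it was 0.22 for *Abca1*, 0.29 for *Cd36*, 0.77 for *Hspa1a* and 0.29 for *Malat1*. That Cluster 1 may have held cells of other clusters, with *Lyz1* at 2464 CPM (CD) and 4894 CPM (HFD). Over the other clusters the ratio was 0.72 (HFD) for *Ccr2* in Cluster 6. List medians over Cluster 4 became 1.95 (CD) and 1.64 (HFD) for lysosome, 1.16 (CD) and 1.16 (HFD) for endocytosis and 2.88 (CD) and 2.95 (HFD) for phagocytosis.

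When each cell was given a cluster from its own marker UMIs, the ratio of HFD over CD in Cluster 1 or 2 was 0.77 for *Abca1*, 0.76 for *Cd36*, 1.25 for *Hspa1a* and 0.76 for *Malat1*. By itself, Cluster 1 gave 0.88 for *Abca1*, 0.88 for *Cd36*, 1.27 for *Hspa1a* and 0.86 for *Malat1*. Against the other clusters, ratios were -0.056 (HFD) for *Lyz1* in Cluster 3 and 0.49 (HFD) for *Ccr2* in Cluster 6. Medians of the lists were 2.48 (CD) and 2.42 (HFD) for lysosome, 1.64 (CD) and 1.97 (HFD) for endocytosis and 3.78 (CD) and 4.42 (HFD) for phagocytosis. The difference in shares was 4.64 points for Cluster 5, 16.6 points for Clusters 6 to 8 and -21.2 points for Clusters 1 to 4. Under a mitochondrial limit of 20%, the ratio of HFD over CD in Cluster 1 or 2 was 0.29 for *Abca1*, 1.03 for *Hspa1a* and 0.25 for *Malat1*. Relative to the other clusters it was 0.60 (HFD) for *Fabp5* in Cluster 1 or 2, 0.077 (CD) for *Lyz1* in Cluster 3, -0.10 (HFD) for *Lyz1* in Cluster 5 and 0.72 (HFD) for *Ccr2* in Cluster 6. For the lists, medians were 1.21 (HFD) for endocytosis. Shares differed by 5.86 points for Cluster 5 and -3.76 points for Clusters 1 to 4. The filters kept 3287 CD and 2790 HFD cells. If the genes named by the paper were kept in the clustering, the ratio of HFD over CD in Cluster 1 or 2 was 0.51 for *Cd36*, 1.01 for *Hspa1a* and 0.53 for *Malat1*. In Cluster 1 alone it was 0.69 for *Cd36*, 0.95 for *Hspa1a* and 0.57 for *Malat1*. The ratio over the other clusters was -0.076 (HFD) for *Lipa* in Cluster 1 or 2 and 0.66 (HFD) for *Ccr2* in Cluster 6. The difference in shares was 11.8 points for Cluster 4, 1.48 points for Cluster 5 and -5.38 points for Clusters 1 to 4.

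Without integration of the libraries, the ratio of HFD over CD in Cluster 1 or 2 was 0.49 for *Cd36*, 0.43 for *Malat1* and -0.16 for *Fn1*. By itself, Cluster 1 gave 0.76 for *Cd36* and 0.54 for *Malat1*. Over the other clusters the ratio was -0.0046 (HFD) for *Lipa* in Cluster 1 or 2 and 0.65 (HFD) for *Ccr2* in Cluster 6. The list medians over Cluster 4 were 1.95 (CD) and 1.62 (HFD) for lysosome, 1.08 (CD) and 1.14 (HFD) for endocytosis and 3.01 (CD) for phagocytosis. Shares differed by 11.2 points for Cluster 4 and -23.0 points for Clusters 1 to 4. At the lowest resolution with at least 6 clusters, the ratio of HFD over CD in Cluster 1 or 2 was 0.23 for *Abca1*, 0.48 for *Cd36*, 0.85 for *Hspa1a* and 0.42 for *Malat1*. Against the other clusters, ratios were 0.77 (HFD) for *Ccr2* in Cluster 6. List medians over Cluster 4 became 1.95 (CD) and 1.73 (HFD) for lysosome, 1.05 (CD) and 0.95 (HFD) for endocytosis and 2.94 (CD) and 2.72 (HFD) for phagocytosis. The difference in shares was -5.55 points for Clusters 1 to 4. At the lowest resolution with at least 10 clusters, the ratio of HFD over CD in Cluster 1 alone was 0.79 for *Cd36*, 1.32 for *Hspa1a* and 0.68 for *Malat1*. Relative to the other clusters it was 0.76 (HFD) for *Ccr2* in Cluster 6. Medians of the lists were 2.48 (CD) for lysosome. Shares differed by 7.15 points for Clusters 6 to 8. Keeping clusters of few genes gave other values: the ratio of HFD over CD in Cluster 1 or 2 was 0.56 for *Malat1*. The ratio over the other clusters was 0.10 (HFD) for *Ear2* in Cluster 3 and 0.64 (HFD) for *Ccr2* in Cluster 6. For the lists, medians were 1.17 (CD) for endocytosis. The difference in shares was 7.90 points for Cluster 4, 2.03 points for Clusters 6 to 8 and -5.34 points for Clusters 1 to 4.

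For the reverse order of the clustering genes, chosen after seeing the data, the ratio of HFD over CD in Cluster 1 or 2 was 0.57 for *Malat1*. Over the other clusters the ratio was 0.10 (HFD) for *Ear2* in Cluster 3. The list medians over Cluster 4 were 2.07 (CD) for lysosome and 1.19 (CD) for endocytosis. Shares differed by 1.71 points for Cluster 5. After removal of the barcodes with the highest Scrublet scores, the ratio of HFD over CD in Cluster 1 or 2 was 0.55 for *Malat1*. Against the other clusters, ratios were 0.19 (CD) for *Lyz1* in Cluster 3. Once cells were thinned to 800 UMIs, the ratio of HFD over CD in Cluster 1 or 2 was 0.91 for *Abca1*, 0.68 for *Cd36* and 0.70 for *Malat1*. Relative to the other clusters it was -0.0068 (HFD) for *Lipa* in Cluster 1 or 2, 0.21 (CD) for *Lyz1* in Cluster 3 and 0.0196 (HFD) for *Ccr2* in Cluster 6. List medians over Cluster 4 became 1.94 (CD) and 1.60 (HFD) for lysosome and 2.87 (CD) and 3.08 (HFD) for phagocytosis. As a mean over cells of UMIs per 10000, the ratio of HFD over CD in Cluster 1 or 2 was 0.72 for *Malat1*. The ratio over the other clusters was 0.029 (CD) for *Lyz1* in Cluster 3. Medians of the lists were 2.01 (CD) and 1.76 (HFD) for lysosome, 1.14 (CD) for endocytosis and 2.97 (CD) for phagocytosis. By median-of-ratios scaling, the ratio of HFD over CD in Cluster 1 or 2 was 0.59 for *Malat1*. Over the other clusters the ratio was 0.051 (CD) for *Folr2* in Cluster 3 and 0.10 (CD) for *Lyz1* in Cluster 3. For the lists, medians were 1.17 (CD) for endocytosis. In CPM without mitochondrial, ribosomal protein and *Malat1* UMIs, the list medians over Cluster 4 were 1.19 (CD) for endocytosis. Along pseudotime in the HFD library, the last over first bin ratio was 0.18 for *H2-Eb1*. By diffusion pseudotime, the last over first bin ratio was -0.0598 for *H2-Aa*.

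Among all genes named by the paper, the ratio of HFD over CD reversed in Cluster 1 or 2 for 16 of 915 values in 10 genes (*Apoe*, *Cd163*, *Dab2*, *Fcna*, *Fn1*, *H2-DMa*, *Lpl*, *Napsa*, *Retnla* and *Stab1*), in Cluster 3 for 18 of 701 in 10 genes (*Ap2a2*, *Ccr2*, *Cltc*, *Ctsl*, *Cx3cr1*, *Fcna*, *Hspa1a*, *Lamp2*, *Malat1* and *Nr4a1*) and in Cluster 4 for 8 of 925 in 6 genes (*Apoe*, *Ctsc*, *Ctsl*, *Lgmn*, *Napsa* and *Stab1*). In Cluster 8, the ratio of *Fabp4* over the other clusters, 6.04 (CD) and 4.09 (HFD), ran from 1.20 to 3.18 and from 2.30 to 3.33 over 10 alternatives, and was 2.64 and 3.22 without the cells that held a UMI of *Pecam1*, *Kdr* or *Flt1*. Some alternatives gave no value. With at least 10 clusters, Clusters 4 and 5 were not separated for shares, and Cluster 5 had no share of its own without integration or with at least 6 clusters. Cluster 3 was named in 12 of the 15 alternatives, Cluster 8 in 9, and Cluster 1 apart from Cluster 2 in 5. No paired analysis was possible because each diet had 1 pooled library.

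Clusters without a name held 997 of 3121 CD and 461 of 1821 HFD cells under the mitochondrial limit of 20% and 194 of 2350 CD and 377 of 1987 HFD cells with at least 6 clusters. With clusters of few genes kept they held 214 CD and 387 HFD cells of the same totals, and under the reverse order 211 and 382. In the clustering for shares they held 395 of 2282 CD and 124 of 1245 HFD cells under the mitochondrial limit of 20%. Median-of-ratios scaling shifted all genes by 0.028, -0.093 and -0.062 on the log2 scale in Clusters 1 or 2, 3 and 4, under 0.1 in each. Depth limits the results for *Nr1h3*, with 16 and 18 UMIs in Cluster 1 or 2, and for Cluster 5 of the CD library, with 28 cells. Some other printed values rest on fewer UMIs, such as that of *Abca1* in Cluster 8 of the CD library, with 9.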

Differences from the paper's values

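No test of an explanation is given in this part, and its comparisons were made after the values were seen. The paper's supplementary tables give natural log ratios, so the values here were also computed on that scale, from the mean over cells of UMIs per 10000 with a pseudocount of 1. The paper's Cluster 1 was compared with Cluster 1 or 2. For these ratios, a gap counts as closed where the value lies no further from the paper's than the counting error of the gene's ratio here, on the natural log scale, which was 0.113 for *Abca1*, 0.045 for *Cd36* and 0.0092 for *Malat1* between the diets, and between Clusters 1 and 4 0.039 for *Ctsb*, 0.0499 for *Lamp1*, 0.178 for *Lyve1*, 0.047 for *Cd36* and 0.049 for *Lpl*. The alternatives set before the data were examined that bear on these values are the 10 that change the clustering, the cells or the naming, though the rule by which doublets were removed was set after Scrublet's own calls had been seen; the reverse order of the clustering genes and the removal of cells with a UMI of *Pecam1*, *Kdr* or *Flt1*, both chosen after seeing the values, closed none of the gaps.

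For HFD over CD, the ratio of *Abca1* was 0.368 against the paper's 0.513, that of *Cd36* was 0.425 against the paper's 0.580, and that of *Malat1* was 0.498 against the paper's 0.549. Of the alternatives set before the data were examined, giving each cell a cluster from its own marker UMIs closed the gap for *Malat1* (0.547). By its wide counting error it also closed the gap for *Abca1* (0.423, still below the paper's value). None closed it for *Cd36* in Cluster 1 or 2, whose ratio ran from 0.206 to 0.484. The others left the gaps for *Abca1* and *Malat1*. In Cluster 1 alone, the log2 ratio of *Cd36* was 0.29 without dissociation and heat shock genes in the clustering, where this cluster may have held other cells. The ratio ran from 0.69 to 0.88 in the other alternatives that separated Cluster 1, against 0.59 in Cluster 1 or 2. These log2 ratios are not on the paper's scale, so whether the gap for *Cd36* closes in Cluster 1 alone is not decided.

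For Cluster 1 over Cluster 4, the ratio was 1.45 against the paper's 1.55 for *Ctsb*, 0.548 against the paper's 0.613 for *Lamp1*, 1.48 against the paper's 1.95 for *Lyve1*, 0.968 against the paper's 1.20 for *Cd36* and -1.38 against the paper's -1.56 for *Lpl*. Among the alternatives set before the data were examined, keeping the named genes in the clustering closed the gap for *Ctsb* (1.52) and *Lamp1* (0.587), as did at least 10 clusters (1.55 and 0.589). Giving each cell a cluster from its own marker UMIs closed it for *Lamp1* (0.656) and *Cd36* (1.22). The others left these gaps, and no alternative closed the gap for *Lyve1*, from 1.39 to 1.64, or for *Lpl*, from -1.39 to -1.15.

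The share of Cluster 5 was 0.908% of 2312 CD cells and 4.07% of 1179 HFD cells in the further clustering, against the paper's 1.8% and 7.8% of all its ATMs of each diet. Of the alternatives set before the data were examined, the mitochondrial limit of 20% closed both gaps, at 1.53% (1.07 to 2.13%) and 7.39% (6.00 to 8.99%). The removal of doublets, at 1.66% (1.14 to 2.34%) and 5.56% (4.29 to 7.07%), and the clustering with the differing genes kept, at 1.67% (1.12 to 2.41%) and 9.61% (8.06 to 11.4%), came within 1.5 times of both values, but for HFD their intervals left out the paper's 7.8%, which lay between them. The others left both gaps. Clusters 6 to 8 held 3.59% of CD cells against the paper's 7%. That gap closed with at least 10 clusters (5.93%, 4.95 to 7.05%) and with the differing genes kept (6.76%, 5.60 to 8.07%). The HFD share of Clusters 6 to 8, 8.23% (6.72 to 9.94%) against the paper's 10%, was 13.1% (11.2 to 15.1%) with at least 10 clusters, further from the paper's value, and 11.2% (9.57 to 13.1%) with the differing genes kept. Its interval also held 10% without integration (10.2%, 8.81 to 11.8%) and after the removal of doublets (8.97%, 7.36 to 10.8%). So did that under the reverse order of the clustering genes (8.38%, 6.87 to 10.1%), while the intervals under the remaining alternatives left 10% out. A cluster for each cell from its own marker UMIs left both shares above the paper's 7% and 10%, at 10.5% of CD cells (9.25 to 11.8%) and 27.1% of HFD cells (24.5 to 29.7%), and the others left the gap for CD. Cluster 4 held 20.3% of CD cells (18.7 to 22.0%) and 35.4% of HFD cells (32.6 to 38.2%), a difference of 15.0 points, against the paper's 18% and 26%, 8 points apart. These shares are within 1.5 times of the paper's, but their intervals leave out its values. The difference was 7.90 points (5.18 to 10.6) with clusters of few genes kept, at 24.4% and 32.3%, and 9.92 points (6.63 to 13.2) with the differing genes kept, at 22.5% and 32.4%. The CD share was 18.9% (17.3 to 20.5%) with the named genes kept, and the HFD share 26.5% (24.0 to 29.2%) with a cluster for each cell from its own marker UMIs, which gave 11.6% for CD. The denominators may differ. The paper gives 4358 ATMs for its clustering and does not state how many cells its shares cover. The shares given here cover 2312 and 1179 cells.

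The paper states that *Nr1h3* was not upregulated in Cluster 1 after HFD; its log2 ratio in Cluster 1 or 2 was 1.39 (0.32 to 2.45) from 16 and 18 UMIs. It ran from 0.93 to 2.07 over the alternatives in Cluster 1 or 2. In Cluster 1 alone, to which the paper's statement refers, it ran from 0.38 (-2.84 to 2.57) to 1.24 (-0.87 to 2.99) over 5 alternatives, each with an interval that held 0, so no difference from the statement was resolved there. The paper's qRT-PCR of sorted ATMs, which gave no increase of *Nr1h3* after HFD, was not analysed here. The paper describes lower *Retnla* in Cluster 3 than in Clusters 4 and 5, and it was higher there in both libraries, at 64572 CPM (CD) and 75718 CPM (HFD). Of 4 genes the paper gives as diminished in Cluster 3, *Lyz1* and *Ear2* were lower than in Clusters 4 and 5 in the CD library, *Ccr2* was lower than in Cluster 5 alone and *Retnla* was not. The paper gives high *Ccr2* in Cluster 6, and its log2 ratio in the HFD library was -0.38 and rose above 0 under 10 of 15 alternatives. For *Mrc1*, which the paper gives as high in Clusters 1 to 3, the ratio of Cluster 3 over the other clusters was -0.77 in the CD library and below 0 under all 12 alternatives that gave a value. In the HFD library the interval of this ratio held 0. The other clusters include Cluster 1 or 2, where *Mrc1* was highest. Against Cluster 4 alone, *Mrc1* was higher in Cluster 3 in both libraries, which goes with the paper. On the path of pseudotime, which the paper draws from Cluster 5 to Cluster 1, Cluster 6 lay between Clusters 4 and 1 or 2, and Cluster 3 lay off it.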

Other observations

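The tests on dissociation and heat shock genes between the libraries, on *Malat1* in matched cells and on the share of Cluster 5 without dissociation genes were set before the results were seen, and the tests on the level of dissociation genes in Cluster 5, on Cluster 4 RNA, on *Folr2* and *Cd209f*, on the share of Cluster 4 and on *Plin2* were chosen after them. The rules that set the verdicts of the tests on the share of Cluster 5, on Cluster 4 RNA and on free RNA of *Folr2*, and the unit of UMIs per cell in the test on *Plin2*, were also chosen after values had been seen.

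*Hspa1a* was higher in the HFD library in Cluster 1 or 2, and tissue dissociation differing between the 2 libraries was tested with 24 other dissociation and heat shock genes. Their median log2 ratio of HFD over CD was 0.18 in Cluster 1 or 2, at the 99.98th percentile of matched lists, and lay at the 47.4th percentile in Cluster 3, the 93.3rd in Cluster 4, the 96.6th in Cluster 5, the 99.1st in Cluster 6 and the 99.7th in Cluster 7. The explanation needed a high percentile in each of Clusters 1 to 4. The percentile was lower in Cluster 4 than in Cluster 1 or 2, and the value of 47.37 in Cluster 3 rests on 39 HFD cells. From these libraries alone, a difference in dissociation cannot be told apart from an effect of the diet for *Hspa1a*. By flow cytometry of replicate mice, the paper reports more of its protein in Tim4+ ATMs after HFD, a rise that chloroquine inhibited. Those data favour an effect of the diet on the protein and were not analysed here. The part of dissociation in the RNA of these libraries stays open.

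*Malat1* was higher in the HFD library in Cluster 1 or 2, whose HFD cells had fewer UMIs. In 302 cells of each library matched on UMIs and mitochondrial share, its log2 ratio was 0.34 (0.32 to 0.36) against 0.62 in all cells, so lower RNA content may account for a part of the difference and not for the whole of it. A biological effect of the diet stays open and untested, since each diet had 1 library.

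The share of Cluster 5 was larger in the HFD library, and dissociation genes could define this cluster. With 21 more of these genes barred from the clustering, the difference was 3.49 percentage points (2.30 to 4.86) against 3.16, but the differences for the other clusters also stayed within their intervals (15.1 against 15.0 points for Cluster 4), so this decides nothing. In that clustering, 18 of the 21 CD cells and 46 of the 48 HFD cells of Cluster 5 stayed in it. In Cluster 5 over the other clusters, the median log2 ratio of 24 dissociation and heat shock genes was 0.37 in the CD library, from 21 cells and at the 76.2nd percentile of matched lists, and 0.50 in the HFD library, at the 99.2nd percentile. As the libraries differ, a grouping of cells by dissociation cannot be told apart from an effect of the diet for the share of Cluster 5. The share of Cluster 4 was also larger in the HFD library, and the clusters of few genes that were left out held mostly HFD cells. With these clusters kept, the difference was 7.90 points against 15.0, so their loss may account for a part of it and not for the whole. Recruitment after HFD, which the paper proposes, and differences between 2 pooled libraries both stay open.

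In Cluster 1 or 2, *Lyz1*, *Ear2* and *Fn1* were higher in the HFD library, with log2 ratios of 1.25, 1.65 and 0.95, and *Fn1* fell to -0.16 without integration. UMIs from Cluster 4 cells could bring this. The share of Cluster 4 RNA needed was 5.52% for *Lyz1*, 5.08% for *Fn1* and 8.50% for *Ear2*, and 5 of 14 markers of Cluster 4 (*Cd24a*, *Unc119*, *Bhlhe40*, *Aldh1a2* and *H2-DMb2*) lay below the level that the share for *Lyz1* would bring, while 9 did not. The abundant *S100a11* and *Ifitm6* needed 4.75% and 4.54%, near the share for *Lyz1*, so Cluster 4 RNA cannot be told apart from a rise in these cells.

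*Folr2* and *Cd209f* were lower in Cluster 1 or 2 of the HFD library, with log2 ratios of -1.24 and -1.58. Dilution by Cluster 4 RNA would lower *Folr2* by -0.16 at the largest share that any marker needed, 10.6%. Fewer cells of Cluster 1 against Cluster 2 would leave ratios near 0 in Cluster 1 alone, and the highest of the ratios there, over 5 alternatives, was -0.73 (*Folr2*), with a highest upper bound of -0.61. Less free RNA in the HFD library would leave a ratio near 0 once the Cluster 4 level was taken from the CD level, and it was -1.12 for *Folr2* and -1.51 for *Cd209f*. None of these explanations accounts for the difference, which may be an effect of the diet or of another difference between the 2 libraries. *Timd4* was also lower, at -1.55, and from -2.62 to -0.70 in Cluster 1 alone. *Lyve1* was at -0.72, but in Cluster 1 alone it ran from -1.31 to -0.066 (-0.25 to 0.12), so for *Lyve1* a change in the mix of Clusters 1 and 2 stays open. The lowest values of *Timd4* and *Lyve1* came from the clustering without dissociation and heat shock genes, whose Cluster 1 may have held other cells.

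*Plin2*, on chromosome 4 from 86648386 to 86670060, was higher in the HFD library in each cluster from 1 or 2 to 7, with log2 ratios from 1.24 in Cluster 6 to 2.01 in Cluster 5, and 1.85 in Cluster 1 or 2 (377 to 1356 CPM). Free RNA rich in *Plin2* would raise the UMIs per cell alike in every cluster. The rise was 1.18 UMIs per cell (0.791 to 1.49) in Cluster 5, the smallest, 2.39 (2.21 to 2.58) in Cluster 1 or 2 and 6.42 (5.55 to 7.28) in Cluster 6, so free RNA is argued against as the whole cause and stays open as a part. A rise after HFD in the cells themselves may be a candidate explanation and was not tested on replicates. *Lgals3* was also higher in Cluster 1 or 2, by 1.36, and in the other clusters from 0.46 in Cluster 7 to 1.14 in Cluster 5.

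The 6 antigen-presentation genes, compared between Cluster 1 or 2 and Cluster 4, had a median log2 ratio of -0.060 in the CD library and 0.080 in the HFD library; 4 of them are labelled in Fig. 1 alone, so their place among random lists is not given. The paper's Supplementary Data 3 lists 24, 26, 40 and 43 genes higher and 150, 123, 123 and 97 genes lower in HFD with an adjusted p under 0.05 in Clusters 1 to 4. These counts are the paper's, as are the 20 and 40 DEGs that its text gives for Clusters 1 to 4, which lie near the genes higher in HFD and far below the 174, 149, 163 and 140 genes in both directions.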
